# Exon-Level Transcriptome Profiling in Murine Breast Cancer Reveals Splicing Changes Specific to Tumors with Different Metastatic Abilities

**DOI:** 10.1371/journal.pone.0011981

**Published:** 2010-08-06

**Authors:** Amandine Bemmo, Christel Dias, April A. N. Rose, Caterina Russo, Peter Siegel, Jacek Majewski

## Abstract

**Background:**

Breast cancer is the second most frequent type of cancer affecting women. We are increasingly aware that changes in mRNA splicing are associated with various characteristics of cancer. The most deadly aspect of cancer is metastasis, the process by which cancer spreads from the primary tumor to distant organs. However, little is known specifically about the involvement of alternative splicing in the formation of macroscopic metastases. Our study investigates transcript isoform changes that characterize tumors of different abilities to form growing metastases.

**Methods and Findings:**

To identify alternative splicing events (ASEs) that are associated with the fully metastatic phenotype in breast cancer, we used Affymetrix Exon Microarrays to profile mRNA isoform variations genome-wide in weakly metastatic (168FARN and 4T07) and highly metastatic (4T1) mammary carcinomas. Statistical analysis identified significant expression changes in 7606 out of 155,994 (4%) exons and in 1725 out of 189,460 (1%) intronic regions, which affect 2623 out of 16,654 (16%) genes. These changes correspond to putative alternative isoforms—several of which are novel—that are differentially expressed between tumors of varying metastatic phenotypes. Gene pathway analysis showed that 1224 of genes expressing alternative isoforms were involved in cell growth, cell interactions, cell proliferation, cell migration and cell death and have been previously linked to cancers and genetic disorders. We chose ten predicted splice variants for RT-PCR validation, eight of which were successfully confirmed (MED24, MFI2, SRRT, CD44, CLK1 and HNRNPH1). These include three novel intron retentions in CD44, a gene in which isoform variations have been previously associated with the metastasis of several cancers.

**Conclusion:**

Our findings reveal that various genes are differently spliced and/or expressed in association with the metastatic phenotype of tumor cells. Identification of metastasis-specific isoforms may contribute to the development of improved breast cancer stage identification and targeted therapies.

## Introduction

In breast cancer patients, tumor metastases at distant sites are the main cause of death [1]. However, the molecular mechanisms of metastasis of breast cancer remain unclear. It is thought that changes occurring at the level of RNA processing contribute to cancer. Alternative splicing (AS) of pre-mRNA, a key post-transcriptional mechanism allowing for the production of distinct proteins from a single gene, affects over 90% of human genes [2], [3]. Such splicing events are responsible for generating mRNAs that encode protein isoforms that can have very different biological properties and functions. A well-studied example is the BCL-X gene, whose two major transcript isoforms produce two proteins having antagonistic functions [4]: the short form (BCL-XS) promotes apoptosis while the long form (BCL-XL) is anti-apoptotic. Moreover, overexpression of BCL-XL has been reported to enhance the metastatic potential of breast tumor cells in patients [5]. Another interesting example is CD44, a multi-functional cell adhesion protein for which many splice variants have been associated with the growth and progression of multiple tumor types [6], [7], [8]. CD44 shows an unusual pattern of splice variants in mammary tumorigenesis, which arises from the differential usage of 10 internal exons. In breast cancer metastases, CD44 isoforms with variable inclusion of these 10 exons are expressed; whereas preneoplasias show a more restricted exon inclusion pattern [9]. The CD44v5 isoform has been identified to enhance tumor cell invasiveness [10], and tumor cells expressing the CD44v4-10 variant form larger volume primary tumors and more metastases compared to tumors expressing wild-type CD44 [11]. Moreover, changes in splicing during cancer appear to alter cell morphology, adhesion, migration, apoptosis and proliferation processes which are hallmarks of metastasis [12]. Cancer metastasis is a progressive process and thus transcript isoforms associated with specific metastatic phenotype may serve as potential biomarkers for aggressive disease and may be relevant in the development of targeted treatment strategies of breast cancer patients.

The Affymetrix GeneChip Exon 1.0 ST (Exon Array), a tool for exon-based transcriptome profiling, can be used to detect differences in isoform-level expression and has been applied successfully in several studies [13], [14], [15]. It allows the expression profiling of over a million individual exons, both those that are known and predicted. In this study, we used this technology in a murine breast cancer model to identify changes in splicing that are associated to metastatic phenotypes. We simultaneously analyzed exon and transcript expression in tumor tissues derived from three murine mammary carcinoma cell lines (168FARN, 4T07 and 4T1), each possessing different metastatic phenotypes [16]. The criterion used to assign the metastatic potential of these cell lines is based on their ability to form lung metastases. 168FARN tumor cells can be detected in lymph nodes but fail to extravasate and are rarely detected in the lungs. Cells from 4T07 tumors reach the lung via the blood, but are unable to develop into macroscopic metastatic nodules. Lastly, 4T1 cells possess the ability to spontaneously metastasize to distant sites, including the lung, bone and liver [17]. By performing statistical analysis of the Exon Array data, transcript isoforms associated with metastatic phenotypes of these different tumors were identified. Nearly 16% of genes display at least one differently expressed exon across the panel of murine breast tumors. Additionally, gene pathway profiling was performed with candidate genes using the Ingenuity Pathway Analysis software. Half of these genes are known to be associated with cancer hallmarks and genetic disorders, while the remaining candidates have no established link with cancer progression and metastasis and may constitute novel candidates for metastasis diagnosis and therapy.

## Results

To seek transcriptome changes at the exon scale during metastasis progression, we measured global exon expression in murine breast tumors that have differential metastatic behaviors. The breast carcinoma cell lines were individually injected into the mouse mammary fat pads as previously described [18] and total RNA was purified from the resulting tumors once they reached a volume between 100 and 125 mm^3^. 

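Gene-level intensities were analysed for 12 tumors, 4 derived from each of the 168FARN, 4T07 and 4T1 cell lines. The methods give 4, 5 and 4 mice injected with 168FARN, 4T07 and 4T1, and this is what ties the tumors to separate mice. The RNA of each tumor was hybridized to 1 exon array. The authors quantile normalized the probe fluorescence intensities with Affymetrix Power Tools and summarized the probe sets of each gene into 1 meta-probe set intensity with ITER-PLIER. The submitters' processing notes also name PLIER and the mm8 genome build, and no software version is given in the sources used here. The resulting values are linear intensities, whose median over an array lay between 304.8 and 369.9 in 168FARN tumors (median of the 4 arrays 329), between 306.1 and 370.3 in 4T07 tumors (347) and between 329.5 and 350.02 in 4T1 tumors (337). The number of arrays limits the precision.
From these values, 1 was added to each intensity before the log2 transformation, and the 12 tumors were fitted in 1 limma model with the tumor type as the only factor. The 3 types were compared by limma's moderated F test, and each pair of types by a moderated contrast. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were called differentially expressed. Means and standard deviations are those of the linear intensities of the 4 tumors of a type. A log2 fold change is positive where the intensity was higher in 4T1 tumors, which is also the sign used in Table 1. Exon-level detection p-values were not used here, because their columns could not be paired with the tumors, so the values below concern whole genes.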

Samples were then labeled and hybridized to GeneChip Mouse 1.0 ST arrays that provide multiple probes (probe sets) per exon and target over a million known and predicted exons. The microarray data has been deposited in the Gene Expression Omnibus Database (accession: GSE21994). We analyzed the full probe set annotation (493,710 probe sets), interrogating 345,454 exons and introns. In addition to the core probe sets, we extended our analysis to the non-core probe sets, which are those supported by EST and predictive evidence not present within RefSeq and full-length mRNA GenBank records. Concurrent with exome profiling, we estimated the gene-level intensity by summarizing, for each gene, the signal values of all the probe sets belonging to the gene (meta-probe set). Hence, the full dataset was summarized into 16,654 unique well-annotated transcripts. 

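The gene-level table analysed here held 16661 meta-probe sets, of which 15928 were listed in the array's gene table and 14939 carried exactly 1 gene symbol. A further 989 carried several symbols and 733 none, and these were set aside. Where a gene had several meta-probe sets, the one with the highest mean intensity was kept, which left 14807 genes. Of these, 13725 had a mean intensity above 30 over the 12 tumors and were tested. Housekeeping transcripts such as Hprt, a purine salvage enzyme, and the splicing regulator Hnrnph1 were well above this level in every tumor.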

We applied several filtering steps to discard genes and exons with expression values close to background in an effort to minimize the false positive rate (see Methods). We obtained 183,610 expressed probe sets, corresponding to 137,950 exons or introns belonging to 11,082 genes. To determine differently expressed exons and genes across tumor samples, we simultaneously performed either a one-way ANOVA test on probe set logarithmic intensities or a one-way ANOVA test on meta-probe set logarithmic intensities. At the probe set level, we performed two concurrent analyses: a probe set expression-intensity analysis and a probe set gene-level normalized intensity analysis. The gene-level normalized intensity is the ratio of the probe set expression intensity to the expression intensity of the meta-probe set that the probe set belongs to. The splicing index (SI) for a probe set is then defined as the ratio of gene-level normalized intensities in one sample relative to another. Subsequent to ANOVA tests, we applied a 0.05-level FDR (False discovery rate) correction to determine the P-value threshold to identify significant exons (P<6.36×10^−4^ for the probe set expression analysis; P<7.10×10^−4^ for the SI analysis) and the significance of whole gene expression (P<8.46×10^−3^: over-expressed in a sample). Differentially expressed exons between paired samples were located by performing pairwise T-test comparisons (168FARN and 4T07 against 4T1). The log_2_ transformed expression fold-changes (4T07/4T1 and 168FARN/4T1) between paired sample comparisons were also computed.

### Gene expression and isoform variations specific to tumor metastatic phenotype

We obtained 10,744 probe sets targeting 9331 (2.7%) introns or exons showing significant expression changes belonging to 2623 (15.7%) genes. Of these, 1772 (10.6%) genes displayed expression changes at the whole transcript level while 851 (5.1%) showed isoform changes without corresponding whole gene expression changes. 

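Tumors derived from 4T1 cells stood apart from both other types in their gene expression. Epcam, which encodes an epithelial cell adhesion molecule, had an intensity of 5946 ± 814 (SD, n = 4) in 4T1 tumors, 533 ± 244 (SD, n = 4) in 4T07 tumors and 266 ± 145 (SD, n = 4) in 168FARN tumors. In the other direction, Angptl7, a secreted angiopoietin-like protein, fell from 2101 ± 974 (SD, n = 4) in 168FARN and 865 ± 119 (SD, n = 4) in 4T07 tumors to 81.6 ± 26.4 (SD, n = 4) in 4T1 tumors. Lepr, the leptin receptor, had a log2 fold change of -4.22, and Esm1, a proteoglycan secreted by endothelial cells, of -4.46 in 4T1 against 168FARN tumors.
By limma, 2454 of the 13725 genes tested (17.9%) were differentially expressed between 4T1 and 168FARN tumors, 1219 higher and 1235 lower in 4T1. Between 4T1 and 4T07 tumors the number was 2568 (18.7%), 1061 higher and 1507 lower. These counts include 966 and 998 genes with a more than 2-fold change. The intensities of 4 tumors did not overlap with those of the other 4 for 3129 and 3363 genes, against the 2.86% of genes that chance gives. Epcam had a log2 fold change of 4.63 (standard error 0.38, adjusted p = 5.6e-06) against 168FARN and 3.59 (adjusted p = 4.0e-05) against 4T07, and Angptl7 of -4.60 (standard error 0.31, adjusted p = 1.2e-06) and -3.43 (adjusted p = 1.1e-05). Tmprss11e, a membrane-bound serine protease, was called against both types (adjusted p = 3.6e-03 and 1.1e-03), and no fold change is given, because 3 of the 168FARN tumors and the mean of the 4T07 tumors lay under an intensity of 30. It was at 3176 ± 396 (SD, n = 4) in 4T1 tumors and 22.6 ± 17.1 (SD, n = 4) in 4T07 tumors, while among 168FARN tumors replicate 1 had 1434 and the others 11.7 to 14.1. The Tmprss11e call against 168FARN was lost by the plain test of the study's methods (adjusted p = 0.064) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (adjusted p = 0.105).
Many genes were called in both 4T1 comparisons, 815 higher and 939 lower in 4T1 tumors, and none in opposite directions. In 50 simulations of unchanged types that share the 4T1 tumors, a mean of 0 and 0.040 genes were called in both (at most 0 and 1). Such simulations hold no real differences, so they cannot show how many shared calls come from the shared 4T1 tumors. Independent lists of the sizes called would share 94.2 and 135.6. Both comparisons use the same 4T1 tumors; with a different pair of 4T1 tumors in each comparison, 290 to 311 genes were called higher and 309 to 342 lower in both, over 6 divisions, where independent lists would share 17.5 to 21.9 and 21.8 to 27.1. Between 4T07 and 168FARN tumors, 50 genes were called, 37 higher and 13 lower in 4T07, among them Pcdh10, a protocadherin, and the blood coagulation factor F5. By the plain test of the study's methods 0 were called (limma: 1401 at an unadjusted p under 0.05), and 5 with only these 2 types fitted. The count was 4 without 168FARN replicate 3, 3 without 4T07 replicate 1, 4 without 4T07 replicate 4, 11 without 4T07 replicate 2, 19 without 168FARN replicate 4, 32 and 33 without 4T1 replicates 3 and 4, and 121 without 168FARN replicate 2. The F test over the 3 types called 2692 genes (19.6%). The paper reasons from tests at both levels. Among genes with a significant probe set, it counts those with a significant meta-probe set as changed at the whole transcript level and the others as changed in their isoforms.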

To visualize ASEs in the context of EST/mRNA or genome annotation, we uploaded our data as a track in the UCSC Genome Browser [19]. For each gene, we plotted the paired T-test P-values and the expression fold-changes of each individual exon (examples shown in Figure 1). Using this visualization, we manually curated the results and selected 203 genes (143 from the expression intensities analysis and 60 from the SI analysis; Details reported in Supplementary File S1 and Supplementary File S2) for which the transcript variation pattern was clearly interpretable and confidently classifiable into the gene expression change category or into the standard ASE categories. These 203 candidates showed evidence for differential promoter usage, polyadenylation site usage, ASE and whole gene expression changes. We calculated the proportion of each isoform variation type among our classified candidate genes, which revealed that 26.1% of these genes showed whole gene expression changes with some of them showing additional splicing changes. 

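Of the 55 genes of File S1 classed as gene expression changes, alone or with another event, 48 were tested here and all 48 passed limma's F test, with 20 higher and 26 lower in 4T1 than in 168FARN tumors and 20 higher and 28 lower than in 4T07 tumors. By the study's own test, 53 of the 55 passed its threshold, and the other 2, 3830403N18Rik and Itga10, were not among the genes tested here. The cell surface receptor gene Cd44 and the angiopoietin gene Angpt2 are among the 88 genes of File S1 classed as isoform changes only. Of those 88 genes, 82 were tested, 27 passed the F test and 55 did not. By the study's own test, 29 of the 88 passed its threshold, Cd44 and Angpt2 among them. Of the 60 genes of File S2, 55 were tested and 4 passed. The study chose these lists on the same tumors, so the counts are not independent evidence of a change. Its methods also sort genes into expression and isoform changes by their whole-gene p, and keep the splicing index to genes with unchanged expression. The counts that passed follow in part from this sorting.
The files give the study's own ANOVA p-value for the meta-probe set of each gene. A one-way ANOVA on log2 intensities with 1 added gave a p within 10% of it for 125 of the 143 genes of File S1 and 59 of the 60 genes of File S2. With 16 added in place of 1, these numbers were 141 and 60. The study's threshold was passed by 82 genes of File S1 and 1 gene of File S2, by the study's p and by the recomputed p alike. By the class of their first event in the 2 files, 95 of the 203 curated genes were intron inclusions, of which 86 were tested and 9 passed the F test, and 24 were cassette exons, of which 22 were tested and 8 passed. These counts follow in part from the same sorting by the whole-gene p.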

A large proportion of genes showed only isoform changes (examples in Table 1), namely intron inclusion or inclusion of cryptic, unannotated exons (46.4%) and cassette exon usage (13.5%). Furthermore, 7.2% of isoform changes occurred at the level of transcript initiation or transcript termination. Thirteen genes showed changes within the UTR regions: three genes had differential 5′ UTR changes and 10 presented 3′ UTR changes. We found only one gene showing an alternative 5′ splice site. However, the remaining significant genes (2420) presented complex variation patterns that were difficult to categorize. Below, we describe some potentially interesting examples detected by the analysis.

**Figure 1:**
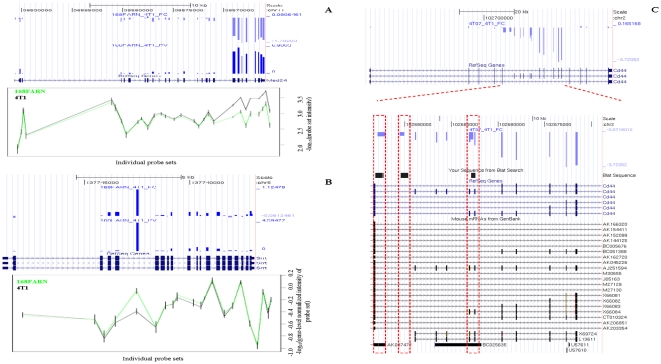
Examples of visualization of gene expression patterns showing isoform variations. A: Visualization of the expression pattern of MED24 gene showing an alternative start in 4T1. In the top panel, the horizontal scale corresponds to each probe set within the gene from the 5′ to 3′ ends. The blue bars indicate the comparison between 168FARN and 4T1 samples. From top to bottom we plotted the log_2_(fold-change) in expression, between the samples compared, and the statistical significance, −log_10_(p-value). The bottom panel shows the log_10_(expression intensity) of individual probe sets (from the top panel) in samples 168FARN and 4T1. Note that the seven last probe sets and the 3′ UTR region that are over-expressed only in 4T1 indicate an additional isoform in 4T1 starting from exon 20 start. B: Visualization of the expression pattern of SRRT gene showing an intron inclusion. In the top panel, the horizontal scale corresponds to each probe set within the gene from the 5′ to 3′ ends. The blue bars indicate the comparison between 168FARN and 4T1 samples. From top to bottom we plotted the the log_2_(fold-change) in gene-level normalized intensity between the samples compared and the statistical significance, −log_10_(p-value). The bottom panel shows the log_10_(gene-level normalized intensity) of individual probe sets (from the top panel) in samples 168FARN and 4T1. We note an intron inclusion between exons 5 and 6 in samples 168FARN. C: Visualization of the expression pattern of CD44 gene showing several internal cassette exons and three novel intron inclusions. In the top panel, the horizontal scale corresponds to each probe set within the gene from the 5′ to 3′ ends. The blue bars indicate the comparison between 4T07 and 4T1. From top to bottom we plotted the log_2_(fold-change) in expression, between the samples compared. The bottom panel shows a close-up of the CD44 region containing the differentially expressed exons and introns. The first custom track displays the fold-changes and the second custom track displays the sequencing alignment of the three retained introns. We note that in this example, exons 8, 11 and 13, two intronic sequences between exons 5 and 6, and one intronic sequence between exons 9 and 10, are over-expressed in the 4T1 sample.

**Table 1:** List of some alternatively expressed probe sets.

Gene name^1^	PS^2^	PS location^3^	168FARN vs. 4T1		4T07 vs. 4T1		ASE^6^	Evidence^7^
			P-value^4^	FC^5^	P-value	FC		
CD44	4534496	E13	3.14×10^−04^	2.81	3.38×10^−04^	2.64	CE	Yes
	4740112	E11	6.39×10^−04^	2.77	6.39×10^−04^	2.72	CE	Yes
	4461784	I (E9-E10)	1.94×10^−04^	2.06	1.55×10^−03^	1.46	CE	No
	5425762	E8	1.02×10^−05^	1.50	2.42×10^−04^	0.96	CE	Yes
	4423264	I (E5-E6)	3.61×10^−05^	1.51	2.28×10^−03^	0.82	II	No
	4622064	I (E5-E6)	9.18×10^−05^	1.18	8.16×10^−03^	0.52	II	No
Itgb1	5044002	I (E9-E10)	2.00×10^−05^	1.58	1.12×10^−03^	0.89	II	Yes
Slc25a29	4968317	3′ UTR	9.56×10^−05^	−2.17	9.56×10^−05^	−2.15	3′ UTR	Yes
MAPK14	4487560	I (E2-E3)	1.47×10^−01^	−0.18	2.05×10^−04^	−0.79	II	No
Msx1	4993066	3′ UTR	2.81×10^−03^	0.88	5.22×10^−04^	1.19	3′ UTR	No
Srrt	5382632	I (E5-E6)	2.54×10^−05^	−1.12	7.90×10^−06^	−1.36	II	No
MFi2	5508279	E13	1.25×10^−04^	−1.88	1.54×10^−06^	−3.37	CE	No

I(Ex-Ey): Intron between exon x and exon y.

The gene name^1^, the probe set ID^2^ and the relative probe set location^3^ in the gene are indicated. For each pairwise comparison, the T-test p-value^4^ and the log_2_(fold-change)^5^ are given. The nature of the isoform change^6^ is shown (CE: cassette exon, II: intronic sequence inclusion, 3′ UTR: differential 3′ UTR). An existing RefSeq, mRNA, or EST supporting the event is also mentioned^7^.

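Of the genes of Table 1, the isoform changes stand beside gene-level intensities that differed to unlike degrees. Msx1, a homeobox transcription factor of limb and craniofacial development, was higher in 4T1 than in 168FARN tumors (log2 fold change 0.66, standard error 0.14, adjusted p = 4.9e-03 from limma) and than in 4T07 tumors (0.84, adjusted p = 9.6e-04), the first call being lost without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (adjusted p = 0.078). Meltf, the iron-binding melanotransferrin that the paper calls MFI2, was lower in 4T1 tumors, at 51.5 ± 1.69 (SD, n = 4) against 108 ± 28.7 (SD, n = 4) in 168FARN and 209 ± 51.9 (SD, n = 4) in 4T07 tumors. Its log2 fold changes were -1.02 (adjusted p = 4.5e-03) and -1.96 (adjusted p = 4.2e-05). Itgb1, the integrin beta 1 subunit, had log2 fold changes of 0.31 (adjusted p = 0.24) and 0.36 (adjusted p = 0.15), and the mitochondrial carrier gene Slc25a29 of 0.16 (adjusted p = 0.69) and 0.23 (adjusted p = 0.49), and none of the 4 passed the test.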

The process of pre-mRNA splicing is regulated by a large number of “splicing-factors” and the misregulation of such genes may be particularly detrimental to many downstream splicing events. 

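Among genes that encode splicing regulators, those whose gene-level intensity differed between the tumor types include epithelial regulators. Esrp2, an RNA-binding protein of epithelial splicing, was higher in 4T1 than in 168FARN tumors by a log2 fold change of 2.50 (standard error 0.30, adjusted p = 9.8e-05 from limma) and than in 4T07 tumors by 2.45 (adjusted p = 1.1e-04). Rbm47, another RNA-binding protein, had log2 fold changes of 1.32 and 0.96, and Khdrbs3, a STAR family regulator, of 0.95 and 1.19. Mbnl3, of the muscleblind family, was lower in 4T1 tumors (-1.07 and -0.74), as was Celf4, of the CELF family (-1.05 and -1.06). Hnrnph1, which encodes a heterogeneous nuclear ribonucleoprotein, had an intensity of 3907 ± 408 (SD, n = 4) in 168FARN, 3964 ± 495 (SD, n = 4) in 4T07 and 3939 ± 485 (SD, n = 4) in 4T1 tumors, with log2 fold changes of 0.01 (adjusted p = 0.98) and -0.01 (adjusted p = 0.98), whose signs flip when the arrays are scaled to 1 median. Clk1, a kinase that phosphorylates SR proteins, had log2 fold changes of -0.49 (adjusted p = 0.074) and -0.56 (adjusted p = 0.038).
Of 60 splicing regulators tested, 4 were higher and 3 lower in 4T1 than in 168FARN tumors (4 and 2 when adjusted over the list alone), and 5 were higher and 6 lower than in 4T07 tumors (5 and 6 over the list alone), beside 17.9% and 18.7% of all genes tested. Their median log2 fold changes were -0.04 and -0.03 and their means 0.08 and 0.10, and neither passed the camera set test (adjusted p = 0.995 and 0.82). For Clk1, the call against 4T07 was lost (adjusted p = 0.0503 to 0.11) without 168FARN replicate 4, 4T07 replicate 1, 3 or 4, or 4T1 replicate 1, 2 or 4, by the plain test of the study's methods (0.095), with only these 2 types fitted (0.055) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (0.113), and a call against 168FARN appeared with a replicate block (0.046) and without 168FARN replicate 1 (0.044) or 4T1 replicate 3 (0.037).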

HNRNPH1 and CLK1, two trans-acting splicing regulator factors, are predicted by our computational analysis to be differentially spliced between tumor cells. HNRNPH1 is a member of the hnRNP family and retains an intronic sequence between exons 9 and 10 in 168FARN and 4T07 mammary tumors compared to 4T1 tumors. This splice-form causes a reading frameshift and a protein truncation. The hnRNP proteins are required for pre-mRNA processing and maturation and bind to newly synthesized RNA in the nucleus until they are exported to the cytoplasm. Interestingly, a frameshift mutation in HNRNPH1 has been previously identified in gastric cancer [20]. The second example, CLK1, shows a retained intronic sequence in 4T1-derived mammary tumors, situated between exons 5 and 6. This intron retention leads to a reading frameshift and the disruption of a kinase domain in the protein product. This gene codes for a member of the CDC2-like family. Expressed in the nucleus, this protein phosphorylates other serine/arginine-rich (SR) proteins, which has been show to be involved in the regulation of splice site selection during pre-mRNA maturation [21].

We also found isoform variants of several genes involved in cell growth, cell movement, cell proliferation and apoptosis, including CD44, PHB and MAPK14. CD44 isoform variations in cancer have been associated with the metastatic ability of tumor cells, being involved in numerous processes, including cell proliferation, adhesion and invasion [22]. This protein increases the adhesion and invasion of breast cancer cells [7], [23] and decreases cell death and apoptosis of colon cancer cells [24]. We identified a novel isoform of CD44 showing retention of intronic sequences with no previous RefSeq or full cDNA evidence in publicly-available sequence databases (Figure 1C). In this variant, two introns – one between between exons 5 and 6 and the other between exons 9 and 10 were retained in 4T1-derived fully metastatic mammary tumors. These result in reading frame-shifts in the transcript. 

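The gene-level intensity of Cd44, which encodes the hyaluronan receptor, was higher in 4T1 tumors, at 1398 ± 166 (SD, n = 4) against 236 ± 245 (SD, n = 4) in 168FARN and 181 ± 33.7 (SD, n = 4) in 4T07 tumors. Its meta-probe set, number 6889258, had a log2 fold change of 3.04 (standard error 0.47, adjusted p = 6.7e-04 from limma) against 168FARN and 2.95 (adjusted p = 8.0e-04) against 4T07. Every 4T1 tumor had a higher intensity than every tumor of the other types. Among 168FARN tumors, replicate 1 reached 600.2 and the other 3 lay between 78.4 and 159, and without replicate 1 the log2 fold change was 3.65.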

We also noted a high inclusion rate of exons 8, 11 and 13 within CD44 from 4T1-derived tumors compared to 168FARN and 4T07-derived tumors.

Another example includes PHB-exon 4, which was found to be predominantly expressed in 4T1-derived mammary tumors compared to those arising from the injection of 168FARN or 4T07 cells. The lack of PHB-exon 4 caused a reading frameshift and the removal of 26% of SPFH, an integral membrane domain. Prohibitin (PHB) is an evolutionary conserved gene that is highly expressed in different tissues. It is a cell proliferation regulator and also a tumor suppressor gene. It has been shown that the silencing of prohibitin function increases tumor cell cycle progression in prostate cancer [25]. PHB protein decreases colony formation of T47D breast cancer cells by repressing E2F, a complex of growth regulatory proteins [26]. Moreover, mutations in PHB gene have been associated with sporadic breast cancer [27].

Finally, we found that within MAPK14, preferential retention of intron 2 occurred specifically in 4T07-derived mammary tumors. 

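The gene-level intensity of Mapk14, which encodes the p38 alpha kinase, was close in the 3 tumor types, at 1838 ± 176 (SD, n = 4) in 168FARN, 1844 ± 309 (SD, n = 4) in 4T07 and 1657 ± 112 (SD, n = 4) in 4T1 tumors. The log2 fold change of 4T07 against 168FARN was -0.01 (standard error 0.14, adjusted p = 0.99 from limma), and those of 4T1 were -0.15 (adjusted p = 0.56) against 168FARN and -0.14 (adjusted p = 0.55) against 4T07.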

MAPK14-intron 2 retention shifts the reading frame and disrupts a kinase domain in the protein product. MAPK14 is a member of the MAPK complex whose controlled regulation plays a part in cell proliferation and differentiation, whereas uncontrolled activation can lead to oncogenesis [28].

Strikingly, we also observed some novel transcript isoforms that were not previously annotated. Representative examples are MED24 and SRRT which were subsequently confirmed by qRT-PCR (see below). Our exon array data showed an alternative start of MED24 with the last seven exons of the transcript predominantly expressed in 4T1-derived tumors (Figure 1A). The wild-type MED24, expressed in all our samples, encodes a subunit of the mediator complex TRAP, a transcriptional coactivator complex necessary for the expression of almost all genes. 

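Med24 was expressed at a like level in all 12 tumors. Its gene-level intensity was 1007 ± 84.9 (SD, n = 4) in 168FARN, 1014 ± 104 (SD, n = 4) in 4T07 and 1052 ± 115 (SD, n = 4) in 4T1 tumors, with log2 fold changes of 0.06 (standard error 0.13, adjusted p = 0.82 from limma) and 0.05 (adjusted p = 0.83). The sign of the second turned (-0.01) without 4T07 replicate 2.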

The truncated isoform found in 4T1-derived tumors could potentially create a protein with deleterious activities. Additionally, an intronic sequence in SRRT located between exons 5 and 6 was differentially expressed between tumor samples. This intron showed a strong over-expression in 168FARN and 4T07 cells when comparing to 4T1 mammary tumor cells. 

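Over the whole gene, Srrt, which encodes a zinc finger protein of RNA processing, had an intensity of 1587 ± 351 (SD, n = 4) in 168FARN, 1488 ± 219 (SD, n = 4) in 4T07 and 1633 ± 265 (SD, n = 4) in 4T1 tumors. The log2 fold changes of 4T1 were 0.05 (standard error 0.18, adjusted p = 0.89 from limma) against 168FARN, which was -0.06 without 168FARN replicate 3, and 0.13 (adjusted p = 0.69) against 4T07.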

SRRT, also known as ARS2, is important for miRNA biogenesis during miRNA-mediated gene silencing in proliferating cells [29].

### Non-coding genic regions are widely retained in breast cancer metastasis

A large number of the differences we detected are represented by non-core probe sets, which targeted intronic regions. We determined that 277,346 of the 493,710 (56.2%) analyzed probe sets were non-core and we decided to interrogate 189,460 intronic regions.We note that 49,588 of these non-core probe sets satisfied the expression filtering criteria, including 2037 which showed expression variations between tumor samples and mapping to 1725 intronic regions. This proportion represents 18% of the total statistically significant introns and exons obtained. Besides the expression variations of known coding regions, cancer cells are susceptible to express such predominantly non-coding regions because of general misregulation of gene expression and splicing. Therefore, the inclusion of non-core probe sets in our analysis was relevant. This enabled us to enrich the novel ASE proportion, mainly the intron retention/cryptic category. Remarkably, the proportion of tumor-specific over-expressed introns (Figure 2) showed that 4T1 mammary tumors, which represent the highest metastatic potential, had the greatest degree of intron inclusion (775 over-expressed intronic regions) followed by 4T07-derived mammary tumors and finally 168FARN samples (671 and 408 over-expressed intronic regions, respectively). However, probe sets outside of annotated transcripts (518,024 probe sets) were excluded from our investigation. We note that some of these excluded probe sets, representing about half of total probe sets on the array, were differentially expressed between tumors. They may form new genes or produce new isoform variants by elongating the ends of known transcripts; however this was not investigated in our analysis.

**Figure 2:**
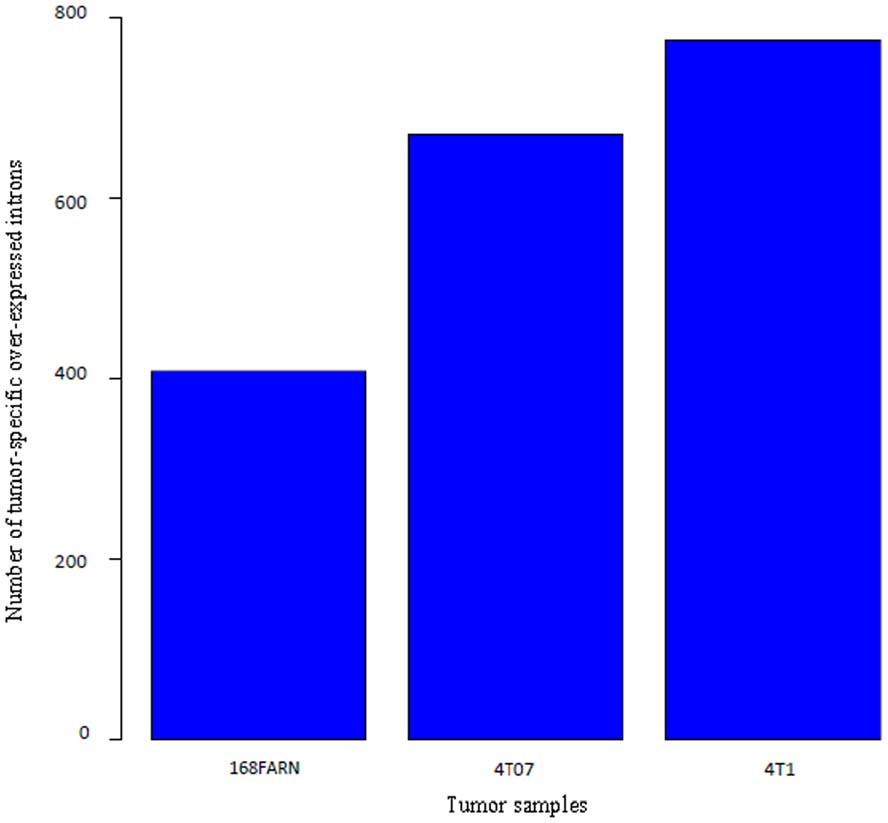
Proportions of tumor-specific over-expressed intronic regions. The tumor samples are plotted on the x-axis, and the number of tumor-specific intron inclusion on the y-axis.

### Ontology and pathway analyses of differentially spliced and expressed transcripts: candidate genes are mainly involved in cancer hallmarks and genetic disorders pathways

To identify biological pathways and functions enriched in our significant genes, we conducted gene ontology and pathway analyses with the set of genes that presented whole-gene expression changes and/or isoform differences between the tumor samples using the Ingenuity Pathways Analysis (IPA version 6.0) software package (Ingenuity Systems, Mountain View, CA). The IPA software compares its knowledge base - made up of all annotated genes in the genome - to the user gene data set uploaded into in the application. For each biological function or disease assigned, IPA uses the right-tailed Fisher's exact test to calculate a p-value determining the probability that the user dataset has more molecules associated with the biological function or disease than the reference set of molecules is due by random chance. Among the 2623 differentially expressed and/or spliced genes, 1224 have known molecular and cellular functions. This proportion includes genes previously reported to be involved in human diseases. We observed several differentially expressed and/or spliced genes that are implicated in cellular growth and proliferation, cellular death, tissue development, cell to cell signaling and interaction, cellular movement pathways, as well as in genetic disorders and cancers (Tables 2, 3). Some of the most interesting gene candidates in pathway interactions are described in detail below.

**Table 2:** Top height over-represented biological functions and diseases for genes with isoform variations or whole-transcript expression differences.

Function or disease^1^	# genes^2^	P-value^3^
Genetic disorder	567	5.45×10^−47^
Cancer	611	5.51×10^−43^
Cellular growth and proliferation	467	5.00×10^−33^
Cellular death	423	1.90×10^−29^
Tissue development	282	7.75×10^−28^
Cell-to-cell signaling and interaction	239	1.05×10^−21^
Cellular development	314	1.11×10^−20^
Cellular movement	254	5.14×10^−20^

The gene pathway analysis retrieved biological functions and/or diseases^1^ that were most significant to the candidate genes. For each function or disease, the number of significant genes^2^ involved is mentioned. The right-tailed Fischer's exact test p-value^3^ associated with a biological function or disease determines the likelihood that our set of significant genes has more molecules associated with the biological function or disease than the reference set of molecules is due by random chance. A gene could be involved in more than one function or disease.

**Table 3:** Examples of significant genes, in the gene pathway, having important implications in normal biological processes and cancer.

Gene symbol (RefSeq ID)^1^	Biological function^2^	Expression pattern^3^	pathological implication^4^
CD44 (NM_009851)	regulation of cell growth; cell adhesion; cell-matrix adhesion; cell-cell adhesion	High inclusion of three novel introns in 4T1.	Increases adhesion [23] and invasion [7] of breast cancer cells. Decreases cell death and apoptosis of tumor cells [24]. Increases cell death of normal cell [61]. Increase cell migration [6], movement [62] and binding [8] of tumor cells.
		High inclusion of exons 8, 10, 11 and 13 in 4T1	
PHB (NM_008831)	apoptosis, growth, proliferation, colony formation, cell cycle progression, migration, transmembrane potential, binding	Cassette exon: exon 4 over-expressed in 4T1	Negative regulator of cell proliferation and tumor suppressor [25], [26]
BTG1 (NM_007569)	proliferation, apoptosis, differentiation, growth	Differential 3′ UTR: the 3′ UTR region over-expressed in 4T1	Anti-proliferative gene that regulates cell growth and differentiation [63]
ITGB1 (NM_010578)	G1/S transition of mitotic cell cycle; cellular defense response; cell adhesion; positive regulation of cell proliferation; germ cell migration;	Intron inclusion between exons 9 and 10 in 4T1	Decreases cell death of tumor cells [64], [65]. Increases cell death of normal cells [66], [67]. Increases migration [68], cell adhesion [68] and cell binding [69] of tumor cells.
ANGPT2 (NM_007426)	angiogenesis; signal transduction; multicellular organismal development; cell differentiation	Alternative termination in 4T1	Increases cell death of normal cells [70].
HPRT1 (NM_013556)	purine nucleotide biosynthetic process; nucleoside metabolic process; protein homotetramerization	Cassette exon: exon 1 over-expressed in 168FARN and 4T07	Increases cell death of normal cells [71].
CCNT2 (NM_028399)	differentiation, apoptosis, proliferation	Intron inclusion between exons 6 and 7 in 168FARN and 4T07	Decreases apoptosis of tumor cells in colon cancer [72]
MAPK14 (NM_011951)	protein amino acid phosphorylation; cell motion; chemotaxis; response to stress; cell surface receptor linked signal transduction; protein kinase cascade;	Intron inclusion between exons 2 and 3 in 4T07	Increases cell death of normal cell [73], [74]. Increase developmental process of tumor cells [75].
SLK (NM_009289)	nucleotide-excision repair; protein amino acid phosphorylation; apoptosis	Cassette exon: exon 13 highly expressed in 4T1	Increases cell death of normal cells [76].

For each gene, the symbol and the RefSeq accession number^1^, the biological function^2^, the type of splicing event^3^ and the pathological implication^4^ are given^3^.

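Of the genes of Table 3 analysed here, Cd44 and Angpt2 differed between tumor types at the gene level, and PHB was not analysed. Angpt2 encodes angiopoietin 2, an antagonist of the Tie2 receptor of endothelial cells. It was lower in 4T1 tumors, at 365 ± 94.6 (SD, n = 4) against 662 ± 110 (SD, n = 4) in 168FARN and 867 ± 154 (SD, n = 4) in 4T07 tumors, where replicate 4 lay at 1096 and the others between 771 and 815. Its log2 fold changes were -0.88 (standard error 0.21, adjusted p = 0.011 from limma) and -1.27 (adjusted p = 1.0e-03), and the first was not called by the plain test of the study's methods (adjusted p = 0.068) or without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (adjusted p = 0.114). Btg1, an antiproliferative factor, had log2 fold changes of 0.15 and 0.07 against 168FARN and 4T07, Slk, a serine/threonine kinase, of 0.41 and 0.34, and Hprt of 0.12 and 0.32. Ccnt2, a cyclin of the transcription elongation factor P-TEFb, had -0.01, whose sign flips under quantile normalization, and -0.19. None of these 4 genes passed the test against either type, their lowest adjusted p being 0.19, and with a replicate block Slk was called against 168FARN (adjusted p = 0.039).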

The CD44 gene in normal biological conditions is involved in regulation of cell adhesion, proliferation and migration. It has been previously reported to present an inclusion of 10 internal variable exons (from exons 6 to 15) in mammary tumorigenesis [9]. CD44 is known to interact with MAPK1, a member of the Erk (extracellular signal-regulated kinase) complex, and also to a complex of collagen proteins (Figure 3). Collagens are the most abundant proteins in the extracellular matrix where it plays an essential function in the organization of cells. 

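Most collagen genes that differed were higher in 4T1 tumors, and Col4a5, Col4a6 and Col9a1 were lower in both comparisons. Col6a2, a chain of the microfibrillar collagen VI, had an intensity of 3298 ± 260 (SD, n = 4) in 4T1 tumors against 1257 ± 336 (SD, n = 4) in 168FARN and 1613 ± 214 (SD, n = 4) in 4T07 tumors, and its log2 fold changes were 1.42 (standard error 0.18, adjusted p = 1.4e-04 from limma) and 1.04 (adjusted p = 1.2e-03). Col12a1, a fibril-associated collagen, had log2 fold changes of 1.39 and 1.04, Col4a1, of the basement membrane, of 1.44 and 0.95, and Col7a1, of anchoring fibrils, of 1.55 and 1.94. The fibrillar collagen Col1a1 had 0.89 and 0.88. In the other direction, Col4a6, a basement membrane chain, was at 65.0 ± 9.11 (SD, n = 4) in 4T1 tumors against 330.2 ± 55.4 (SD, n = 4) and 390.2 ± 66.5 (SD, n = 4), with log2 fold changes of -2.32 (adjusted p = 1.6e-06) and -2.56 (adjusted p = 7.2e-07), and Col4a5 had -2.07 and -1.83, and Col9a1, of cartilage, -1.94 and -3.31.
Of 36 collagen genes tested, 16 were higher and 3 lower in 4T1 than in 168FARN tumors (18 and 3 when adjusted over the list alone), and 18 were higher and 4 lower than in 4T07 tumors (19 and 4 over the list alone). By camera with a preset correlation the list was higher in both comparisons (adjusted p = 5.4e-04 and 3.1e-04), and this call was lost with an adjusted p = 0.35 and 0.55 with an estimated correlation. Of 12 genes of pericytes and smooth muscle, 9 were higher in 4T1 than in 168FARN tumors and 7 than in 4T07 tumors (9 and 9 over the list alone), and 0 were lower (0 at an unadjusted p under 0.05 from limma), among them Tagln, an actin-binding protein (1.91 and 1.98), and Pdgfrb, a growth factor receptor (1.38 and 1.01). Their camera adjusted p was 5.0e-06 and 2.6e-05, and adjusted p = 0.31 and 0.55 with an estimated correlation. Of 14 fibroblast genes, 7 were higher and 2 lower than in 168FARN (7 and 3 over the list alone) and 5 higher and 3 lower than in 4T07 (8 and 3 over the list alone), with the matricellular protein Postn at 1.42 and 1.32 and the proteoglycan Dcn at -1.17 and -1.12, and the list did not pass camera (adjusted p = 0.097 and 0.20).

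**Figure D1:**
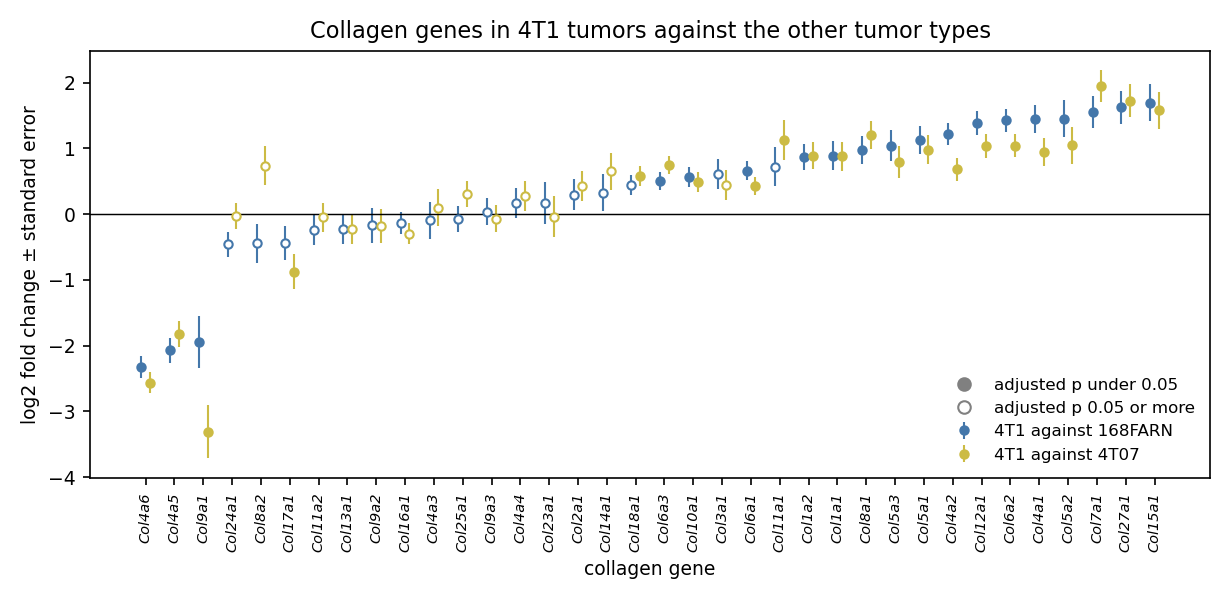
Log2 fold change with its standard error (vertical axis) of 36 collagen genes (horizontal axis) in 4T1 against 168FARN and against 4T07 tumors, 4 tumors per type, colored by comparison. Filled points have an adjusted p under 0.05 and open points 0.05 or more.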

Many candidate genes, including several 4T1-overexpressed collagen subunit genes, interact with Erk which is a complex consisting of MAP kinase proteins and playing a role in cell division, growth and proliferation (Supplementary Figure S1). Erk phosphorylates many cytoplasmic and nuclear substrates required for the transcription of several genes to pass from the G1 stage to the S stage in the cellular division process [30]. There is evidence that in breast cancer, the inhibition of ERK enhances the anti-estrogenic treatment [31].

**Figure 3:**
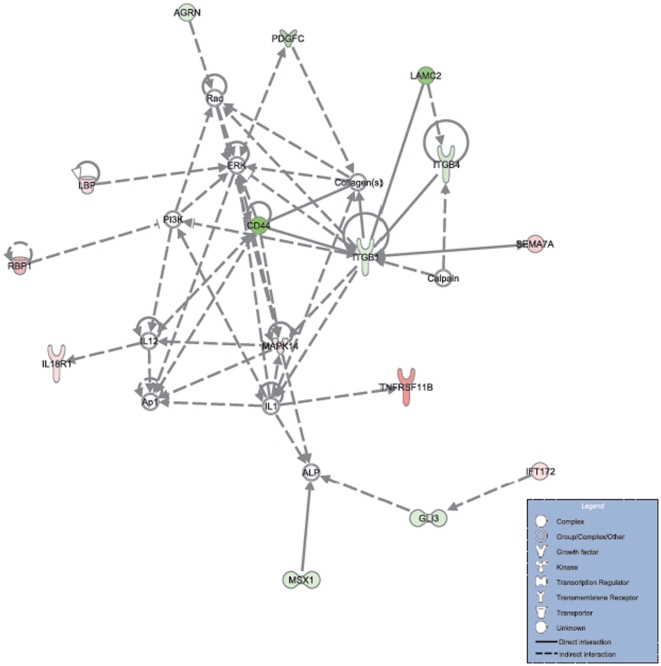
A network of molecular interactions containing differentially spliced or expressed genes between breast cancer tumors of varying metastatic phenotype. Over- or under- expressed genes in 4T1 compared to 168FARN and 4T07 are respectively indicated by a green or a red color of the gene-product icon. The over- or under-expression rate is proportional to the color intensity. Genes that are not colored are those that are not differentially expressed or spliced in our data. The top functions or diseases where the gene-product are involved are cancer, tissue development, cell-to-cell signaling and interaction.

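Gene-level intensities in 4T1 tumors differed from the other types for part of the network. Pdgfc, a platelet-derived growth factor, was at 3202 ± 362 (SD, n = 4) in 4T1 tumors against 1227 ± 506 (SD, n = 4) in 168FARN and 1103 ± 68.9 (SD, n = 4) in 4T07 tumors, with log2 fold changes of 1.48 (standard error 0.26, adjusted p = 1.4e-03 from limma) and 1.53 (adjusted p = 1.1e-03). Itgb4, the hemidesmosome integrin beta 4, had log2 fold changes of 0.83 (adjusted p = 6.3e-04) and 0.66 (adjusted p = 2.7e-03), the second call being lost without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (adjusted p = 0.053). Tnfrsf11b, the osteoclast inhibitor osteoprotegerin, was lower, at 154 ± 27.9 (SD, n = 4) in 4T1 tumors against 810.3 ± 355 (SD, n = 4) and 936 ± 96.9 (SD, n = 4), with log2 fold changes of -2.28 (adjusted p = 1.5e-04) and -2.60 (adjusted p = 5.2e-05). Sema7a, a membrane-anchored semaphorin, was lower than in both types, by a log2 fold change of -0.66 against 4T07, and its call against 4T07 was lost without 4T07 replicate 1 (adjusted p = 0.053) and without the same 4 tumors (0.052). Lbp, the lipopolysaccharide-binding protein, had -0.71 (adjusted p = 0.089), called without 4T1 replicate 2 (adjusted p = 0.032), and -1.84 (adjusted p = 3.8e-04). Il18r1, an interleukin receptor, had -0.78 (adjusted p = 0.37) and -1.63 (adjusted p = 0.041), the second being lost without 168FARN replicate 1, 4T07 replicate 3 or 4, or any 1 of the 4T1 tumors (adjusted p = 0.054 to 0.11), with a replicate block (0.070), with no intensity filter (0.052) and by the plain test of the study's methods (0.083). Gli3, a transcription factor of Hedgehog signaling, had 0.06 and 0.00, neither past the test, and the second was -0.05 without 4T07 replicate 2.
Over all 40 genes that the paper names in its text, Tables 1 and 3 and Figure 3, 35 were tested. Against 168FARN tumors, 10 were higher and 6 lower in 4T1 (11 and 10 when adjusted over the list alone), and against 4T07 tumors 9 were higher and 9 lower (9 and 10 over the list alone). The study named them from these tumors, so these counts are not independent evidence of a change.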

Another interesting example is CDH1, a tumor suppressor gene [32] from the cadherin superfamily that encodes an epithelial cell-cell adhesion protein. CDH1 acts on NF-κb, F-Actin and Mapk complexes (Supplementary Figure S2), all of them greatly implicated in cell-cell interactions, development and cell movement. This candidate gene encodes a protein that facilitates calcium-dependent homophilic interactions at cell-cell contact sites known as adherens junctions. Mutations in this gene are related to tumor cell growth and invasion in gastric, thyroid, colorectal and ovarian cancers [33], [34], [35]. The low expression level or the loss of E-Cadherin function is thought to contribute to cancer progression by increasing proliferation, invasion and metastasis [33], [34]. 

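Cdh1 and several other genes of epithelial junctions were higher in 4T1 tumors than in both other types. Cdh1, which encodes the adherens junction protein E-cadherin (meta-probe set 6978923), had an intensity of 2335 ± 478 (SD, n = 4) in 4T1 tumors, 488 ± 62.7 (SD, n = 4) in 4T07 tumors and 262 ± 74.9 (SD, n = 4) in 168FARN tumors. The tight junction claudin Cldn7 had log2 fold changes of 4.10 in 4T1 against 168FARN and of 3.99 against 4T07 tumors, and the trafficking GTPase Rab25 of 4.04 and 3.49. Jup, the junction protein plakoglobin, had 2.18 and 1.98. Esrp1, which directs epithelial splicing, was at 2313 ± 207 (SD, n = 4) in 4T1 tumors against 250.2 ± 355 (SD, n = 4) in 168FARN and 149.9 ± 86.1 (SD, n = 4) in 4T07 tumors.
For Cdh1, the log2 fold change was 3.17 (standard error 0.21, adjusted p = 9.3e-07 from limma) against 168FARN and 2.24 (adjusted p = 1.3e-05) against 4T07, and every 4T1 tumor was above every other tumor. It was 0.93 (adjusted p = 0.082) in 4T07 against 168FARN tumors, and among 4T07 tumors replicate 3 lay at 395 and the others between 507 and 531. Of 25 genes of epithelial junctions and polarity tested, 22 were higher in 4T1 than in 168FARN tumors and 0 were lower (0 at an unadjusted p under 0.05), with 3 not past the test, and 21 were higher and 1 lower than in 4T07 tumors (22 higher, and 22 higher and 1 lower, when adjusted over the list alone). By camera these lists were higher (adjusted p = 8.3e-22 and 1.7e-18), which was lost with an adjusted p = 0.14 and 0.19 with an estimated correlation. Of 9 keratin genes, 5 and 4 were higher and 0 lower (6 and 4 higher over the list alone), led by Krt14 of basal cells (4.08 and 3.68) and Krt18 of luminal cells (1.62 and 1.25), with camera adjusted p = 4.1e-04 and 0.018, and adjusted p = 0.33 and 0.65 with an estimated correlation. With 1 tumor left out, the call of Krt15 against 168FARN was lost in 6 fits (limma adjusted p = 0.054 to 0.076). That of Krt19 against 4T07 was lost in 4 (0.059 to 0.073). Of 14 epithelial transcription and splicing regulators, 5 were higher and 0 lower than in 168FARN and 5 higher and 1 lower than in 4T07 tumors (5 and 0, and 5 and 2, over the list alone; camera adjusted p = 9.0e-03 and 0.22, and adjusted p = 0.31 with an estimated correlation for the first). Esrp1 was called against both types (4.31, adjusted p = 2.5e-03, and 4.18, adjusted p = 2.8e-03), the first of which was 5.23 without 168FARN replicate 1 and was lost without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (adjusted p = 0.064), with 168FARN replicate 1 at 776.5 and the other 168FARN tumors at 35.9 to 147.
Of 19 mesenchymal and EMT (epithelial-mesenchymal transition) regulators, 9 were higher and 1 lower than in 168FARN tumors and 7 higher and 3 lower than in 4T07 tumors (11 and 1, and 12 and 3, over the list alone). Tgfb2, a transforming growth factor, had log2 fold changes of 2.06 and 2.02, the mesenchymal cadherin Cdh11 of 1.62 and 1.64, and the repressor Zeb2 of -0.82 against 4T07. The camera adjusted p was 2.3e-04 and 6.9e-03, and adjusted p = 0.31 and 0.59 with an estimated correlation. Of 16 endothelial markers, 10 were higher and 0 lower in 4T1 than in 168FARN tumors (11 and 0 over the list alone and at an unadjusted p under 0.05), among them Eng (1.33) and Robo4 (0.96), with camera adjusted p = 3.3e-06, and adjusted p = 0.39 with an estimated correlation. Against 4T07 tumors, 1 was higher (1 over the list alone; camera adjusted p = 1.1e-03, and adjusted p = 0.65 with an estimated correlation).
The paper notes that E-cadherin loss is thought to favor invasion, reads the high CDH1 level of 4T1 tumors as a conflict with that view, and proposes that E-cadherin could help tumor cells attach to the vessel wall on their way to distant organs.

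**Figure D2:**
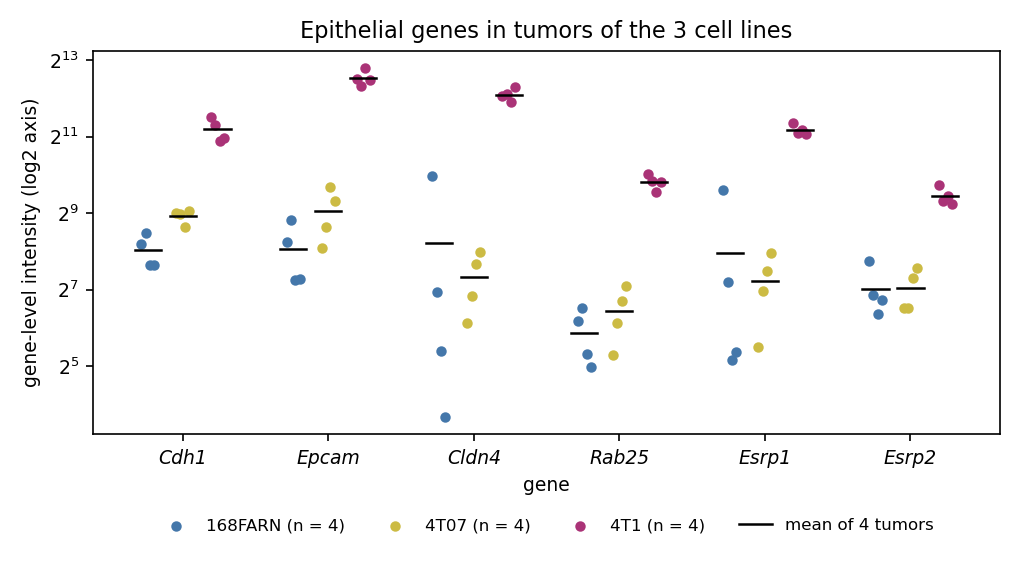
Gene-level intensity of Cdh1, Epcam, Cldn4, Rab25, Esrp1 and Esrp2 in each of the 12 tumors; the vertical axis is on a log2 scale, colors give the tumor type, points are single tumors and lines are the means of 4 tumors.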

In 4T1 tumor cells, CDH1 was highly expressed compared to 168FARN or 4T07 cells (Additional file 1). This finding conflicts with the expected low CDH1-expression level in highly metastasis tumor. Given that primary tumor cells require adhesion within the vasculature to invade distant organs via the bloodstream [36], [37], [38], we hypothese that E-Cadherin could support tumor cell attachment to the vessel wall to spread to distant sites via the blood flow which is the main route by which primary tumor cells invade to distant sites. Besides CDH1, several other significant genes (such as LGALS7, ZFAND5, LSP1, MAPK14 and HSF1) interact with the NF-κB complex that is involved in autoimmune response, inflammation, cell proliferation and cell death by controlling the expression of genes implicated in these processes [39]. 

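Of the NF-κB partners named here, Lgals7 had one of the largest differences between the tumor types. Lgals7, which encodes the epithelial lectin galectin 7 (meta-probe set 6959461), was at 211 ± 42.1 (SD, n = 4) in 4T1 tumors against 4321 ± 1059 (SD, n = 4) in 168FARN and 4073 ± 274 (SD, n = 4) in 4T07 tumors, with log2 fold changes of -4.34 (standard error 0.18, adjusted p = 1.6e-07 from limma) and -4.29 (adjusted p = 4.8e-08). Zfand5, a zinc finger protein that inhibits NF-κB, had -0.10 (adjusted p = 0.74) and -0.13 (adjusted p = 0.62). Lsp1, an actin-binding protein of leukocytes, had -0.41 (adjusted p = 0.10) and -0.47 (adjusted p = 0.059). Of 22 NF-κB targets and cytokines tested, 6 were higher and 2 lower in 4T1 than in 168FARN tumors (6 and 4 when adjusted over the list alone), and 6 were higher and 3 lower than in 4T07 tumors (8 and 5 over the list alone). Higher were the interleukins Il1a (2.12 and 1.79) and Il1b (1.28 and 1.21) and the iron-binding Lcn2 (1.62 and 1.36), and lower was Cxcl5, a neutrophil chemokine (-2.73 against 168FARN). The list's median was -0.05 and its mean 0.13 against 168FARN, and it passed camera in neither comparison (adjusted p = 0.29 and 0.44). Lsp1 was called against 168FARN without 168FARN replicate 1 (adjusted p = 0.019), and against 4T07 without 168FARN replicate 1 or 2 or 4T1 replicate 2 (adjusted p = 0.026 to 0.048), and with a replicate block (0.044). HSF1 was not analysed here.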

The supplementary Figure S2 shows a sub pathway highlighting some of these interactions. Misregulation of NF-κB has been associated with cancer, autoimmune diseases and inflammatory responses [40], [41]. Hence, the gene pathway analysis identified differentially spliced and/or expressed candidate genes during breast cancer metastasis that may have biological and pathological relevance.

However, there were many highly significant genes showing novel isoforms in our data that were not previously associated with cancer. Some examples are IFT172, ACSBG1, MED24, AGRN and CPXM2. 

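Of these genes, Acsbg1 and Cpxm2 were expressed at a higher gene level in 4T1 tumors. Acsbg1, an acyl-CoA synthetase that activates long-chain fatty acids, was at 1975 ± 361 (SD, n = 4) against 186 ± 134 (SD, n = 4) in 168FARN and 190.1 ± 66.4 (SD, n = 4) in 4T07 tumors, with log2 fold changes of 3.65 (standard error 0.41, adjusted p = 6.5e-05 from limma) and 3.42 (adjusted p = 9.5e-05). Cpxm2, of the carboxypeptidase X family, was at 1631 ± 119 (SD, n = 4) against 438 ± 118 (SD, n = 4) and 181 ± 31.2 (SD, n = 4), with 1.93 (adjusted p = 2.3e-05) and 3.18 (adjusted p = 4.1e-07). Ift172, a protein of ciliary transport, was lower than in 168FARN tumors (-0.56, adjusted p = 0.037) and at -0.39 (adjusted p = 0.14) against 4T07. Agrn, the heparan sulfate proteoglycan agrin, had 0.10 (adjusted p = 0.83) and 0.11 (adjusted p = 0.79), the second being -0.08 without 4T07 replicate 3. The Ift172 call was lost (adjusted p = 0.051 to 0.097) without 168FARN replicate 1, 2 or 4, 4T07 replicate 4, or 4T1 replicate 2, 3 or 4, by the plain test of the study's methods (0.057), without 168FARN replicate 4 and 4T07 replicate 2 (0.089) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (0.253), and a call against 4T07 appeared with a replicate block (0.035).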

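Vdr, which encodes the vitamin D receptor (meta-probe set 6838338), rose from 168FARN over 4T07 to 4T1 tumors. Its gene-level intensity was 680.2 ± 177 (SD, n = 4), 1455 ± 115 (SD, n = 4) and 2298 ± 123 (SD, n = 4) in the 3 types. The log2 fold change of 4T1 was 1.79 (standard error 0.17, adjusted p = 1.6e-05 from limma) against 168FARN and 0.66 (adjusted p = 0.015) against 4T07 tumors, and 4T07 tumors were above 168FARN tumors by 1.13 (adjusted p = 0.018). That last call was lost without 168FARN replicate 3 (adjusted p = 0.064) or 4T07 replicate 1 (0.051), 2 (0.054) or 4 (0.0805), by the plain test of the study's methods (0.219), with only these 2 types fitted (0.082) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (0.32).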

The MED24 (mediator complex subunit 24) gene acts indirectly on VDR [42], a 4T1-upregulated gene in our data, which functions to inhibit p38 activity – a known mediator of tumor cell death in colon cancer [43]. Hence, the gene pathway investigation identified genes of which the functional relevance to pathologies is not currently known and that could potentially be linked to the process of breast cancer metastasis.

### qRT-PCR validation of selected candidate genes confirms the predicted alternative splicing events

In order to verify the presence of alternative splicing events that emerged from our analysis, we performed RT-PCR assays of ten selected candidate ASEs in MED24, SLC39A14, MFI2, SRRT, CD44, CLK1 and HNRNPH1, (see Additional files 1 and 2 for expression patterns of candidates). We amplified the differentially spliced regions in the various tumor samples by RT-PCR using primers pairs flanking and/or inside these regions (Supplementary Table S1). The expected PCR products were readily obtained for all candidate ASEs except for the SLC39A14 ASE and the SRRT- intron inclusion between exons 13 and 14. For these two cases, we obtained very little to no amplified product. To further quantify the products, we performed quantitative real time RT-PCR using tumor samples from 168FARN and 4T1 for six candidate ASEs that displayed positive qualitative RT-PCR results: MED24 (alternative start from exon 20 in 4T1), CD44 (from 5′ to 3′ ends, first retained intron in 4T1), CD44 (intron inclusion between exons 9 and 10 in 4T1) and SRRT (intron inclusion between exons 5 and 6 and CLK1 - intron inclusion between exons 7 and 8 in 4T1). The RT-PCR results across samples for the differentially spliced gene regions of MED24, CD44 and SRRT were in agreement with the corresponding expression data from the exon array (Supplementary Figures S3, S4, S5).

*MED24*: We quantified the amplification of four distinct genomic regions within the MED24 gene to assess the alternative start event. (1) To quantify the constitutive region of MED24 expressed in all three tumor samples (region from exons 1 to 19), we designed a primer pair spanning the region from exon 16 to exon 18. Since all the exons in the constitutive region were approximately equally expressed, the confirmation of some of them can be extended to the rest of the region. The region covered by this primer pair was amplified at roughly equal levels in both samples 168FARN and 4T1 (Supplementary Figure S3-A); that was expected since the exon array showed no expression variation between samples for this region. (2) We amplified the region spanning the breakpoint between the constitutive block and the alternative block (region from exons 20 to 26) of the transcript predominantly expressed in 4T1. The primers pair designed for this purpose covered the region from exons 19 to 20. The quantitative real time RT-PCR results showed that this region was roughly amplified at the same level in both 4T1 and 168FARN (Supplementary Figure S3-B) and therefore proved that there was an expression continuity between the constitutive block and the alternative in both 168FARN and 4T1. This observation led us to conclude that the whole transcript of MED24 is expressed in both 168FARN and 4T1. (3) We set a pair of primers (from exon 21 to exon 23) to measure the alternative region which was over-expressed in 4T1. The quantitative real time RT-PCR clearly confirmed that the alternative block is abundant in 4T1 comparatively to 168FARN (Supplementary Figure S3-C). (4) We wanted to exclude the hypothesis that the over-expression of the alternative block in 4T1 compared to 168FARN signified an alternative end of the transcript in 168FARN by the lack of the alternative block. We found in public sequence databases mRNA evidence (Genebank id: AK020269) that supports an early end of MED24 and fully maps to the constitutive block from our study. Therefore, we quantified the region corresponding to the end of this mRNA. We observed much product variance between and within replicate samples (Supplementary Figure S3-D), suggestive of very low expression of that region. Given that the results of this amplification assay were not convincing and that additionally this region had no probe coverage in the exon array, we had no evidence for an alternative end of MED24. Moreover, an alternative end in 168FARN would show a higher expression of the constitutive block than the alternative block, but the exon array showed that the constitutive block and the alternative block are expressed at the same level in sample 168FARN (Figure 1A, bottom panel). Altogether, the quantitative real time RT-PCR results for MED24 reproduced the corresponding expression data from the exon array and gave strong evidence that the whole transcript was expressed in all the samples, but the alternative block was enriched in 4T1 compared to 168FARN and 4T07 and is expressed as an additional independent transcript, most likely using a novel, unnanotated promoter.

*CD44*: We measured two of the three novel CD44 intron inclusions in the quantitative real time RT-PCR experiment (the first intron retained in 4T1 and the intron inclusion between exons 9 and 10 in 4T1). The qRT-PCR products obtained were consistent with our prediction (Supplementary Figure S4). Additionally, we successfully sequenced the RT-PCR products of these three introns, mapped the sequence to the mouse genome using BLAT [44], and displayed it in the UCSC Genome Browser (Figure 1C). The novel identified intron inclusions do not overlap any coding mRNA or EST sequences and public sequence databases have extremely weak unspliced EST evidences showing splicing events involving these regions, but no observation for the introns themselves. Therefore they are novel splicing events and elongate the list of the ten CD44 cancer-specific variable exons.

## Discussion

In this work, we used a splicing-sensitive microarray technology to investigate changes in pre-mRNA splicing that are associated to the formation of macroscopic metastases. Thus we focussed on tumor cells that could escape the primary site but fail to form macroscopic metastases (4T07, 168FARN) and those that can leave the primary site and form growing metastases (4T1). Using several stringent statistical selection criteria and filtering steps on probe sets (exons) and meta-probe sets (transcripts), we obtained a confident set of 2623 candidate genes that undergo isoform or whole gene expression variations specific to metastatic characteristics. Due to the inherent difficulty of unambiguously interpreting statistically significant expression changes in Exon Array data [45], only 7.7% of gene variations were classified into the gene-expression change or known splicing change categories. The remaining changes (92.3%) were difficult to interpret and may reflect the complexity of gene expression variation in cancer. For example, a single isoform may arise from multiple ASEs, which makes interpretation of the expression pattern of such a transcript very difficult to interpret. Isoform differences occurring in cancer cells are not always crystalline and explained by standard known changes. Although the Exon Array is a powerful tool, some ASEs may be missed or misinterpreted by Exon Array. For example, a fundamental limitation of Exon Array, or any other approach to measure gene expressions changes, is the reality that splicing events can introduce aberrations in the transcript such as premature stop codons. If these transcripts are degraded at a high rate by the RNA surveillance mechanisms (nonsense-mediated decay), their expression levels may be detectable only partially or not at all since they are unstable in the cell. Hence, the analysis presented here uncovers only a part of the transcriptional and post-transcriptional aberrations that distinguish mammary tumors of differing metastatic phenotype. As a first step to understanding the biological significance of alternatively spliced genes, we carried out a global gene pathway analysis. We found that nearly half of the significant genes have previously been reported to be involved in cellular functions for which deregulations are related to cancer. We also identified strongly significant genes that have not previously linked to pathogenesis. It is tempting to speculate that these genes may represent novel oncogenes or specific modifiers of breast cancer metastasis. Importantly, we have validated some predicted ASEs by qRT-PCR and a high validation rate (80%, eight validated events out of ten) demonstrated the efficiency of the exon array and our data mining approach to identify gene regions that are significantly enriched in one tumor type relative to another.

Additionally we compared our outcome with a recent study (Dutertre *et al*, 2010 [46]) that used tumors derived from the same cell lines (168FARN, 4T07 and 4T1), with the addition of the non-metastatic 67NR cell line, which forms primary tumors but fail to form distant metastases. This study assayed the tumor RNA expression profiles on the exon array platform to implement a prognostic classifier for breast cancer clinical outcome based on splicing variants in breast cancer metastasis. They obtained a total of 679 differentially spliced genes, including 209 genes with at least one annotated alternative exon. Importantly, 62 of these 209 genes had significant evidence for alternative splicing in our study. Of these, 20 showed at least one consistent ASE between the two studies while the remaining had different predicted events (Table S2). Some of the consistent genes have been previously described to be strongly related to cancer. An example is BCL2L11 that encodes a protein belonging to the BCL-2 family, which is composed of several pro- or anti–apoptotic regulators [47]. BCL2L11, which plays a crucial role in apoptosis initiation, is frequently mutated in various human tumors leading to the loss of its function [48], [49]. In both independent studies, the analyses showed that intron 2 is differentially expressed between tumor samples. This intron disrupts a BCL-X interacting domain in the protein product. Another common example is SPINT2, a protein that is over-expressed in pancreatic cancer and participates in tumor cell invasion and metastasis [50]. Both studies found SPINT2-exon 4 differentially expressed, a part of a Kunitz/Bovine pancreatic trypsin inhibitor domain in the protein. The confident set of common candidate genes between the two independent studies strongly suggests that they may have essential roles in breast cancer metastasis.

We used the Dice similarity coefficient [51] to evaluate the closeness of our results with those (209 genes) from Dutertre's study. We obtained a Dice coefficient of 0.044 (2×62/209+2623) - with measure ranges from 0 (22×0/209+2623) to 0.148 (2×209/209+2623) in this case – indicating an overlap of 30% (0.044/0.148×100) between the two outcomes. The estimation of statistical significance revealed a significant overlap between the two studies (One-tailed Chi-square test p-value = 1.17×10^−2^), providing further evidence that many of the significant genes that are common to both studies may be implicated in breast cancer metastasis – as they were detected by independent groups, using slightly different experimental approaches. It should be noted that larger outcome size in our study, as compared to Dutertre's study, resulted from our additional profiling of non-annotated gene regions that were not considered in Dutertre's study and that revealed several intronic regions which were differentially expressed between tumors with different metastatic potential. However the candidate genes shared by both studies but with different predicted outcome led us to hypothesize that one of the confounding factors that affect tumor behaviors across labs may be the age, the volume, the growth rate of the primary tumors at the time of removal, the experiment conditions, the genetic instability of the cell lines, the injection site and the computational analysis for data mining. These factors alone or combined could influence the expression profile of gene.

In conclusion, the connection between breast cancer and gene splicing alteration is becoming increasingly compelling based both on prior published data and our present work. Our data suggests that, during breast cancer metastasis, numerous genes display expression variations and/or splicing defects whose encoded protein products could disturb normal biological processes. Compared to other approaches based on DNA microarrays that interrogate single whole genes, studying the transcriptome at the exon level provides an accurate detailed knowledge about the variations occurring within the genes and this could lead to improved and more specific diagnostics or therapies. Moreover, we demonstrate that non-coding gene regions, which are not normally expressed can be differentially incorporated into transcripts within breast cancers of differing metastatic phenotype. We also observe that the proportion of intron inclusion was higher in breast cancer cells with the greatest metastatic potential. Thus, we suggest that aggressively metastatic breast cancer cells are prone to splicing misregulation of non-coding gene regions. By establishing which genes actively participate during different stages of metastasis, it is possible that metastasis-specific isoforms may emerge as breast cancer biomarkers [52]. Indeed, identified novel isoforms or known isoforms that are not currently implicated in any disease can be investigated as novel therapeutic targets [53], [54] in mammary tumors. For instance, a therapeutic small interfering RNA (siRNA) [55], [56] approach can be used to specifically target and silence a gene isoform that disrupts a normal biological process critical to breast cancer. Further functional characterizations of gene regions alternatively spliced have the potential to improve the understanding of the complicated biological processes connecting isoform variations and the metastasis machinery.

## Materials and Methods

### Cell Culture

The 4T1 murine mammary carcinoma cell line was obtained from the American Type Culture Collection. Non-metastatic 168FRNA and 4T07 were kindly provided by Dr. Fred Miller (Barbara Ann Karmanos Cancer Institute, Detroit, MI). All cell lines were grown in DMEM supplemented with 10% fetal bovine serum, 10 mmol/L HEPES, 1 mmol/L sodium pyruvate, 1.5 g/L sodium bicarbonate, penicillin/streptomycin, and fungizone.

### Mammary gland injection

Female BALB/c mice (4–6 weeks) were purchased from Charles River Laboratories. The mice were housed in facilities managed by the McGill University Animal Resources Centre, and all animal experiments were conducted under a McGill University–approved Animal Use Protocol in accordance with guidelines established by the Canadian Council on Animal Care. Four mice were injected (1×10^−5^ cells) with 168FARN, five mice with 4T07 and four mice with 4T01. Tumor volumes were calculated using the following formula: *πLW^2^/6*, where *L* is the length and *W* is the width of the tumor. Tumors were surgically removed, using a cautery unit, once they reached a volume between 100 and 125 mm3. Tumor tissues were frozen to avoid RNA degradation.

### RNA extraction and microarray hybridization

Tumor tissues were disrupted in a specific buffer, homogenized, and then RNA was purified using Rneasy Mini kit (Qiagen) following the manufacturer's instructions. RNA 6000 Nano Chips with the Agilent 2100 Bioanalyser (Agilent) were subsequently used, following the manufacturer's instructions, to verify the RNA quality, integrity and the lack of gDNA contamination. Tumors were hybridized independently at the functional genomics facility of McGill University and Genome Quebec Innovation Centre (Montreal, Quebec, Canada). Biotin-labeled target for the microarray experiment were prepared using 1µg of total RNA. We subjected the RNA to a ribosomal RNA removal process with the Ribo/Minus Human/Mouse Transcriptome Isolation kit (Invitrogen). cDNA was synthesized using the GeneChip® WT (Whole Transcript) Sense Target Labeling and Control Reagents kit as described by the manufacturer (Affymetrix). Then, the sense cDNA was fragmented by UDG (uracil DNA glycosylase) and APE 1 (apurinic/apyrimidic endonuclease 1) and biotin-labeled with TdT (terminal deoxynucleotidyl transferase) using the GeneChip® WT Terminal labeling kit (Affymetrix, Santa Clara, USA). Hybridization was performed using 5 micrograms of biotinylated target, which was incubated with the GeneChip® Mouse Exon 1.0 ST array (Affymetrix) at 45°C for 16–20 hours. Subsequently to hybridization, non-specifically bound material was removed by washing and detection of specifically bound target was performed using the GeneChip® Hybridization, Wash and Stain kit, and the GeneChip® Fluidics Station 450 (Affymetrix). The arrays were scanned using the GeneChip® Scanner 3000 7G (Affymetrix) and raw data was extracted from the scanned images and analyzed with the Affymetrix Power Tools software package (Affymetrix). The microarray data has been deposited in the Gene Expression Omnibus Database (accession: GSE21994).

### Data pre-processing and analysis

**Signal estimation.** Signal estimates were derived from the CEL files of the 13 arrays. The Affymetrix Power Tools software package (Affymetrix) was used to quantile normalize the probe fluorescence intensities and to summarize the probe set (representing exon expression) and meta-probe set (representing gene expression) intensities using a probe logarithmic intensity error model (PLIER [57]) for probe set and ITER-PLIER for meta-probe set. Presence or absence of probe set expression was determined by the Detection Above BackGround (DABG) statistics. For the probe set-level analysis we used the full set of probe sets from the Exon Array including core and non-core probe sets.

**Filtering signal data.** The filtering steps and parameters described in this paragraph come from the Affymetrix technical note for the identification of ASE using the exon array [58]. 

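Among the 12 tumors analysed here, 4T1 tumors lay apart from the rest, while 168FARN and 4T07 tumors lay close to each other and differed from tumor to tumor in genes of skeletal muscle, skin, fat and B cells. Genes of skeletal muscle, such as the actin Acta1 and the creatine kinase Ckm, had a median of 2.49 above the mean of all tumors (log2) in 168FARN replicate 4 and of 2.98 in 4T07 replicate 2, and between -0.65 and -0.21 in the other 10 tumors. Genes of skin keratinocytes were at 2.51 in 4T07 replicate 4. B cell genes were at 3.10 in 168FARN replicate 2, at 2.79, 1.51 and 2.03 in 4T1 replicates 2, 3 and 4 but -0.60 in replicate 1, and at -1.43 or less in the 4T07 tumors, and adipocyte genes at 2.01 and 1.24 in 4T07 replicates 3 and 4.
Across genes, the correlation of log2 intensities was 0.933 to 0.977 between 168FARN tumors, 0.956 to 0.978 between 4T07 tumors and 0.957 to 0.984 between 4T1 tumors, and genes are not independent replicates. Its median was 0.959 between 168FARN and 4T07 tumors, and 0.92 and 0.918 between these and 4T1 tumors. The first principal component held 43.2% of the variance and set the 4T1 tumors (43.9 to 52.3) apart from the others (-37.7 to -6.67). The second held 15.4% and separated 168FARN replicate 2 and 4T07 replicates 3 and 4 (26.3 to 39.96) from 168FARN replicates 3 and 4 and 4T07 replicates 1 and 2 (-30.3 to -10.7). Of the lists that varied in this way, 10 skeletal muscle, 8 skin keratinocyte, 9 adipocyte and 13 T cell genes were tested, and 0 passed limma's threshold in any of the 3 comparisons; at an unadjusted p under 0.05, 2 muscle genes were higher in 4T1 than in 168FARN tumors and 1 muscle and 1 skin gene higher and 1 T cell and 1 adipocyte gene lower than in 4T07 tumors. Of 8 B cell genes, 3 were higher in 4T1 than in 4T07 tumors (6 when adjusted over the list alone, camera adjusted p = 1.8e-03, and adjusted p = 0.65 with an estimated correlation). With 1 tumor left out, the calls of Blk, Cr2 and Ms4a1 were lost in 3, 4 and 2 fits (limma adjusted p = 0.053 to 0.078). The fifth 4T07 array of the study was not analysed here.

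**Figure D3:**
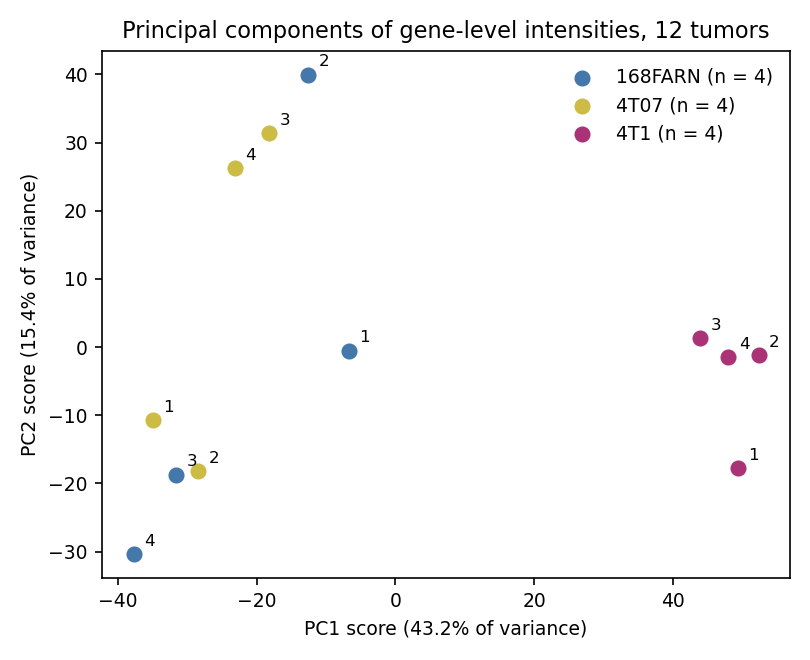
Principal components 1 and 2 of the log2 gene-level intensities of the 12 tumors; the horizontal axis holds 43.2% and the vertical axis 15.4% of the variance, and each point is 1 tumor. The 4 4T1 tumors lie at 43.9 to 52.3 on the horizontal axis.

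**Figure D4:**
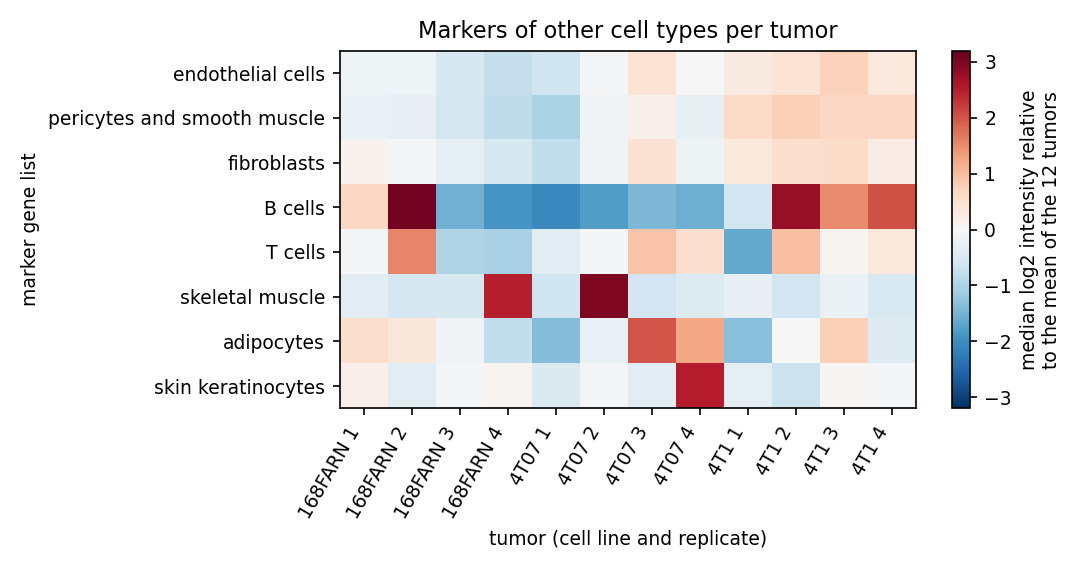
Median log2 intensity of the genes of 8 cell type lists in each tumor, relative to the mean over the 12 tumors; columns are tumors, rows are lists and the color gives the log2 value. Skeletal muscle genes stand at 2.49 in 168FARN replicate 4 and at 2.98 in 4T07 replicate 2.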

One outlier biological replicates from 4T07 which didn't cluster with the replicates within the tumor type it belonged to, was identified and removed following the Principal Component Analysis (PCA). In order to be considered as expressed and included in the analysis each exon had to satisfy the following four criteria (Supplementary Figure S6): (1) the exon is called as Present in at least 50% of the sample replicates of at least one tumor type. An exon is called as “present” if its probe set DABG p-value is less than 0.05; (2) the probe set must have a low cross-hybridization potential (equal to 1) to discard false positives. The signal intensities of probe sets having a high cross-hybridization potential may come from a different gene sequence; (3) the probe set must have a gene-level normalized intensity lower than 5 (very large gene-level normalized intensity may also implicate cross-hybridization to other genomic sequences); (4) the probe set must have a gene-level normalized intensity greater than 0.20 (very low gene-level normalized intensity probe sets were removed to discard features that may have non-linear signal response.) For each gene containing the previously filtered exons, two filtering criteria were used: (1) the gene had at least 50% of core exons called as “present” in at least 50% of sample replicates in at least two tumor types; (2) the ITER-PLIER gene intensity is greater than a threshold of 30.

We performed two concurrent analyses: AS analysis with the probe set intensities and AS analysis with the gene-level normalized intensities. There is no optimal method to analyze isoform level data, and the relative merits of each approach are described in some detail by Bemmo *et al.* [45]. For each analysis, a one-way ANOVA-test was done on probe set scores to retrieve probe sets that have a statistically significant change of expression between tumor groups. We selected probe sets having an ANOVA P-value lower than the P-value threshold (6.36×10^−4^ for probe set intensity analysis and 7.10×10^−4^ for SI analysis) established by the Benjamini-Hochberg FDR (False discovery rate) correction [59] at a 0.05 level. 168FARN and 4T07 were compared against 4T1 by pairwise Student's t-tests on probe sets scores. Logarithmic fold-changes were computed between groups (168FARN/4T1 and 4T07/4T1). The genes expression intensities of meta-probe sets were analyzed by the same way as probe sets. The statistical significance of a whole gene expression was determined by an FDR P-value threshold of 8.46×10^−3^ computed from Anova-test P-values. 

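With the one-way ANOVA that the paper names, applied to the log2 intensities of the 13725 genes tested here, the Benjamini-Hochberg correction at 0.05 placed the largest accepted p at 0.00962. Epithelial genes such as Cdh1 and Epcam lay far under it. This test called 2642 genes, of which limma's F test also called 2376.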

Since the SI analysis performs best when a gene has a large number of constitutive exons comparatively to alternative exons, we restricted the SI analysis to genes whose overall gene expression does not change. Fold-changes and P-values of exons within each gene have been uploaded and visualized in the UCSC Genome Browser environment.

The visualization enabled us to classify ASEs (Supplementary Figure S7). We examined the exon expression fold-changes within the gene: if the whole gene expression changed (P<8.46×10^−3^), we categorized it as a gene expression change and determined the possibly additional ASEs within the gene. If the whole gene expression didn't change (P≥8.46×10^−3^), we looked at the exon-level: if an exon expression within the gene changed (P<6.36×10^−4^ for probe set intensity analysis or P<7.10×10^−4^ for SI analysis), we categorized the ASE. Subsequently, we performed a gene pathway analysis of significant genes with the Ingenuity Pathways Analysis (IPA) software, version 6.0 (Ingenuity Systems, Mountain View, CA).

### Validation of alternative splicing events by RT-PCR and qRT-PCR

We used a different RNA batch of the same tumors for the PCR experiments. Total RNA was treated with 4U of DNAase I (Ambion) for 30 minutes to remove any remaining genomic DNA. First strand complementary DNA was synthesized using random hexamers (Invitrogen) and Superscript II reverse transcriptase (Invitrogen). All the candidate probe sets were internal and possessing flanking exons in known RefSeq and mRNA isoforms. We designed locus specific primers within the adjacent flanking exons for the RT-PCR reaction (supplementary Table S1) by using the Primer3 v. 0.4.0 software [60]. For MED24 gene for which we predicted an alternative start in 4T1, additional primer pairs were designed to amplify products corresponding to the adjacent probe sets and which were not statistically significant. Approximately 20 ng of total cDNA was then amplified by PCR using Hot Start Taq Polymerase (Qiagen, Mississauga, Canada) with an activation step at 95°C (15 min) followed by 35 cycles at 95°C (30 s), 58°C (30 s) and 72°C (40 s) and a final extension step at 72°C (5 min). Amplicons were visualized by electrophoresis on a 2.5% agarose gel.

We performed a quantitative real time PCR in 168FARN and 4T1 for the primers pairs for which the qualitative RT-PCR product were positively conclusive. Real-time analysis was carried out using Power SYBR Green PCR Mix (Applied Biosystems) following the manufacturer's instructions on an ABI 7900 HT (Applied Biosystems) instrument. The reaction was set up in 10ul final volume applying the following conditions: 8ng of total cDNA and 0.32 uM of gene specific primers, and cycling, 95C (15min), 95C (20s), 58C (30s), 72C (45s) for 40 cycles. Relative quantification of each amplicon was evaluated in RNA from the tumor samples in biological duplicates each in technical triplicates. For each amplicon, including the mouse GAPDH used as endogenous control, a standard curve was established using dilution series of a mix of cDNA samples with known total cDNA concentration in order to determine if the amplification reactions had the same PCR efficiency. The cycle threshold (Ct) values for each replicate were transformed to relative concentration using the estimated standard curve function (SDS 2.1, Applied Biosystems) and normalized based on GAPDH real-time data from the same samples to account for well-to-well variability. Furthermore, CD44 RT-PCR products for two intron inclusion events were purified and cloned for sequencing.

## Supporting Information

Figure S1 A network of molecular interactions containing differentially spliced or expressed genes between breast cancer tumors of varying metastatic phenotype. Over- or under- expressed genes in 4T1 compared to 168FARN and 4T07-derived breast cancers are indicated by a green or a red color of the gene-product icon, respectively. The degree of over- or under-expression is proportional to the color intensity. Genes that are not colored are those that are not differentially expressed or spliced in our data. The top biological functions/processes or diseases where the gene-products are involved are cancer, cell cycle and cell death.
(0.15 MB PDF)

Figure S2 A network of molecular interactions containing differentially spliced or expressed genes between breast cancer tumors of varying metastatic phenotype. Over- or under- expressed genes in 4T1 compared to 168FARN and 4T07-derived breast tumors are indicated by a green or a red color of the gene-product icon, respectively. The degree of over- or under-expression is proportional to the color intensity. Genes that are not colored are those that are not differentially expressed or spliced in our data. The top biological functions/processes or diseases where the gene-products are involved are cancer, cell morphology, cell-to-cell signaling and interaction.
(0.18 MB PDF)

Figure S3 Quantitative RT-PCR validation of MED24 alternative start. In each panel, tumor samples are plotted on the x-axis and real time RT-PCR GAPDH-normalized quantities on the Y axis. We plotted the real time RT-PCR quantities for (A) the constitutive block (region from exons 1 to 19), (B) the region spanning the break point between the constitutive block and the alternative block (from exon 16 to exon 18), (C) the alternative block (region from exons 20 to 26) and (D) the end of the constitutive block (region from exons 21 to 23). We evaluated each tumor sample in two biological replicates each ran in three technical replicates.
(0.21 MB PDF)

Figure S4 Quantitative RT-PCR validation of CD44 4T1-intron retentions. In each panel, tumor samples are plotted on the x-axis and real time RT-PCR GAPDH-normalized quantities on the Y axis. We plotted the real time RT-PCR quantities for the first retained intron between exons 5 and 6 (A) and the intron inclusion between exons 9 and 10 (B). We evaluated each tumor sample in two biological replicates, each ran in three technical replicates.
(0.14 MB PDF)

Figure S5 Quantitative RT-PCR validation of SRRT 168FARN-intron retention between exons 5 and 6. The tumor samples are plotted on the x-axis and real time RT-PCR GAPDH-normalized quantities on the Y axis. We conducted qRT-PCR in two biological replicates (two independent tumors), each performed in triplicate.
(0.09 MB PDF)

Figure S6Workflow summary of the probe set and meta-probe set signal filtering steps. Signal estimates were derived from the CEL files. The probe logarithmic intensity error (PLIER) model was used to summarize the probe set (representing exon expression) intensities while the ITER-PLIER was used for meta-probe set (representing gene expression) intensities. The Presence or absence of probe set was determined by the Detection Above background (DABG) p-value. In order to be considered as expressed and included in the analysis each exon had to satisfy the following three criteria: (1) expressed in at least one sample; (2) the cross-hybridization potential equals to 1; (3) the gene-level normalized intensity greater than 0.2 and lower than 5. For each gene containing the previously filtered exons, two filtering criteria were used: (1) the gene is expressed in at least two samples; (2) the gene intensity is greater than a threshold of 30. We simultaneously performed either a one-way ANOVA test on probe set intensities or a one-way ANOVA test on meta-probe set intensities. Subsequent to ANOVA tests, we applied a 0.05-level FDR (False discovery rate) correction to determine the p-value threshold to identify significant exons (P<6.36*10
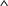
−4 for the probe set expression analysis; P<7.10*10
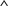
−4 for the SI analysis) and the significance of whole gene expression (P<8.46*10
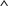
−3: over-expressed in a sample). Differentially expressed exons between paired samples were located by performing pairwise T-test comparisons (168FARN and 4T07 against 4T1). The log2 transformed expression fold-changes (4T07/4T1 and 168FARN/4T1) between paired sample comparisons were also computed.(0.07 MB PDF)

Figure S7 Workflow summary of the gene visualisation and the manual curation for gene variation pattern classifications. The probe set p-values and the probe sets fold-changes of T-test pairwise comparisons are visualised in the context of gene belongings to categorize transcripts variations.
(0.06 MB PDF)

Table S1 List of primers for validation. List of primers used in the qualitative and quantitative RT-PCR validation. Probe sets in blue are the target amplification probe sets whereas probe sets in black are flanking probset spanned or containing the primers.
(0.01 MB PDF)

Table S2 Common significant differently expressed exons between our study and Dutertre's study. The gene symbol, the gene name, the differentially spliced regions in our study and the differentially spliced regions in Dutertre's study are given. The records highlighted in bold represent common genes with at least one common predicted spliced regions.
(0.03 MB PDF)

File S1 UCSC browser links illustrating probe set level expression differences (fold-change and p-values) for the top 143 isoforms differentially expressed between the samples, obtained from the probe set level analysis.
(0.15 MB PDF)

File S2 UCSC browser links illustrating the probe set level expression differences (fold-change and p-values) as well as the normalized (SI) differences for the top 60 isoforms differentially expressed between the samples, obtained from the Splicing Index analysis.
(0.10 MB PDF)

# Supplementary material for: Exon-Level Transcriptome Profiling in Murine Breast Cancer Reveals Splicing Changes Specific to Tumors with Different Metastatic Abilities
**Source:** PLoS One. 2010 Aug 6;5(8):e11981. doi: 10.1371/journal.pone.0011981
**Supplement:** Table S1 — List of primers for validation. List of primers used in the qualitative and quantitative RT-PCR validation. Probe sets in blue are the target amplification probe sets whereas probe sets in black are flanking probset spanned or containing the primers. (0.01 MB PDF)

Gene symbol	RefSeq accession number	Spanned Probe sets ID	Forward primer	Reverse primer
MED24	NM_011869	4461989	GCCACTGTACAGCGAGAACA	TGAAAAACGCCTGGAAGTCT
MED24	NM_011869	4461989,<br>5069415	GCCACTGTACAGCGAGAACA	GTTCCAGTAGGGCATCGTGT
MED24	NM_011869	4612541,<br>4511633,<br>4648201	ACAGCCTTATGGACCCTCCT	GGGACTTGACAGGATGTTGG
MED24	NM_011869	4655013,<br>5070661,<br>4461989	GCCCTGCTCAACAACTCTTC	GCCAGACTGCATACCTTTCC
SLC39A14	NM_144808	5797317,<br>5087649,<br>4872559,<br>4713911	ACAACTTGAGCGAGCGATCT	CACCACTGCAGACTTGGAGA
MFI2	NM_013900	4663713,<br>4613686,<br>5508279,<br>5060504,<br>5284173	CGGTGAGCCAGTTCTTCAAT	CCATTGGGGCACAGTAGTTC
SRRT	NM_031405	5046135,<br>5382632,<br>4734614	GCAGATGCAGGACTTTTTCC	CATGAGGGACAGGAACACCT
SRRT	NM_031405	5046135,<br>5382632	GCAGATGCAGGACTTTTTCC	CAGTCAGAGGGCACATGAGA
SRRT	NM_031405	4830783,<br>4987145,<br>4577240	AACTGAGTCCCGGTGTGAAC	CTCTCTCCACGTTGATCTCG
CD44	NM_009851	5330587,<br>4423264,<br>4461784	CTCCAGACAACCACCAGGAT	TGTGGGGTCTCCTCTTCATC
CD44	NM_009851	4542928,<br>4622064	TCTTTATCCGGAGCACCTTG	CGGTGAAAAGCCAGAGTTC
CD44	NM_009851	4622064,<br>5355815	TCCACTTCCCTCTCTGCACT	TGGGATAACCCAAGCCTACA
CD44	NM_009851	5355815,<br>5045988	GTGGAGGGCTGAGACACAGT	GGGCTCCTGAGTCTGAGTTG
CLK1	NM_001042634	5485817,<br>4418371,<br>5420215	AGTGGTTTGAGCATCGAGGT	TTTTGGGATTATAAGCCTCTGTG
CLK1	NM_001042634	4418371	GTGTGCCAGAGAGAGCATCA	TCACCAGAGAAGGTGTGAGG
CLK1	NM_001042634	4418371,<br>5420215	TGGCAACCCTCTGAGTTTTT	TTTTGGGATTATAAGCCTCTGTG
HNRNPH1	NM_021510	5351433,<br>4365208,<br>5558036	TTCACCACTCAACCCTGTGA	ATATCCGCTCATGCTGCTCT
GAPDH	NM_008084		AACTTTGGCATTGTGGAAGG	ACACATTGGGGGTAGGAACA
18sRNA	NM_011296		TGTGGTGTGAGGAAAGCAG	TCCCATCCTTCACATCCTTC

# Supplementary material for: Exon-Level Transcriptome Profiling in Murine Breast Cancer Reveals Splicing Changes Specific to Tumors with Different Metastatic Abilities
**Source:** PLoS One. 2010 Aug 6;5(8):e11981. doi: 10.1371/journal.pone.0011981
**Supplement:** Table S2 — Common significant differently expressed exons between our study and Dutertre's study. The gene symbol, the gene name, the differentially spliced regions in our study and the differentially spliced regions in Dutertre's study are given. The records highlighted in bold represent common genes with at least one common predicted spliced regions. (0.03 MB PDF)

Gene symbol	Gene name	Differentially expressed Exons in our study	Differentially expressed exon in Dutertre et al study
Scara5	scavenger receptor class A, member 5 (putative)	Exons 2-4, 6, 9, 10	Exon 10
Kirrel3	Kin of IRRE like 3 (Drosophila)	Exons 1, 3-14	Exon 10
Cpxm2	carboxypeptidase X (M14 family), member 2	Ten intron inclusions between exons 1 and 2<br>Exons 2-14	Exon 9
Masp1	mannan-binding lectin serine peptidase 1 (C4/C2 activating component)	Exons 2-10	Exon 10
Dnm1	dynamin 1	Two intron inclusions between exons 10 and 11<br>Exons 1-16, 18, 19, 21	Exons 10, 11
Pdk1	pyruvate dehydrogenase kinase, isozyme 1	Two intron inclusions between exons 10 and 11<br>Exons 1-4, 6-11	Exon 2
Ece2	endothelin converting enzyme 2	One intron inclusion between exons 20 and 21<br>Exons 4, 6-8, 11, 12, 15-17,	Exon 3
Dcn	decorin	Exons 1, 3-9	Intron 6
Sned1	sushi, nidogen and EGF-like domains 1	Exons 2-31	Exon 16
		One intron retention between exons 1 and 2	
		One intron retention between exons 16 and 17	
Tle6	transducin-like enhancer of split 6 (E(sp1) homolog, Drosophila)	Exons 5, 6, 9	Exon 6
		One intron retention between exons 4 and 5	
		One intron retention between exons 10 and 11	
Slc38a2	solute carrier family 38, member 2	Exons 1-6, 8-14, 16	Intron 3
		Two intron retentions between exons 4 and 5	

Dclk1	doublecortin-like kinase 1	Exons 3, 5, 10, 11, 13, 14, 17	Exon 8
Mef2a	myocyte enhancer factor 2A	Exons 3, 4, 5, 7, 8, 10, 11, 12	Exon 6
Sh2b3	SH2B adaptor protein 3	Exons 2, 6-8	Intron 7
Tmem16f	transmembrane protein 16F	Exons 1, 6, 9, 10, 12, 13, 16	Exon 3
Btbd11	BTB (POZ) domain containing 11	Exons 1, 7, 8, 13, 15	Exon 4
Col12a1	collagen, type XII, alpha 1	Exons 1, 2, 4-12, 14-31, 34-41, 43, 49, 50, 53, 55, 57, 58	Exon 13
**Espn**<br>**Sema3c**	**espin**<br>**sema domain,**<br>**immunoglobulin domain (Ig),**<br>**short basic domain, secreted**	**Exons 15, 16, 18**<br>**Exons 2, 5-12, 15-17**	**Exon 16**<br>**Exon 12**
Zeb2	zinc finger E-box binding homeobox 2	Exons 2, 3, 5, 7, 10	Exon 6
**Spint2**	**serine peptidase inhibitor,**<br>**Kunitz type, 2**	Four intron retentions between exons 2 and 3<br>**Exons 1, 3-7**	**Exon 4**
Pde4d	phosphodiesterase 4D, cAMP-specific (phosphodiesterase E3 duncce ho	Exons 6, 8, 9	Exons 3
Gnb5	guanine nucleotide binding protein (G protein), beta 5	One intron retention between exons 3 and 4<br>Exons 8, 11, 12	Exon3
**Casp1**	**caspase 1, apoptosis-related**<br>**cysteine peptidase**<br>**(interleukin 1, beta,**<br>**convertase**	**Exons 2,9**	**Intron 2**
Slc27a1	solute carrier family 27 (fatty acid transporter), member 1	Exons 7, 9-12	Exon3
Hsd17b11	hydroxysteroid (17-beta) dehydrogenase 11	Exon 1	Exon 5
**Cd44**	**CD44 molecule (Indian blood group)**	**Exons 8, 11, 13, 19**<br><br>**Two intron retentions between exons 5 and 6**<br><br>**One intron retention between exons 9 and 10**	**Exons 6-15**
Pdgfrb	platelet-derived growth factor receptor, beta polypeptide	Exons 1, 4, 5, 12, 17, 18, 20, 22	Exon 2
Fbxl2	F-box and leucine-rich repeat protein 2	Exons 6, 14	Exon 12
		One intron retention between exons 7 and 8	

Sh3rf1	SH3 domain containing ring finger 1	Exons 2, 3, 7, 8	Exon 11
Egfr1	fibroblast growth factor receptor 1 (fms-related tyrosine kinase 2, Pfeiffer syn	Exons 2,3,5-7, 10, 15, 18	Exons 8, 9
**Myo1b**	**myosin IB**	**Exons 2-4, 7, 10, 15, 17, 20, 24-26, 29**	**Exons 26, 27**
Prss16	protease, serine, 16 (thymus)	Exon 11	Exon 9
Ank3	ankyrin 3, node of Ranvier (ankyrin G)	Exon 15	Exons 2, 3
Prrx1	paired related homeobox 1	Exons 4, 5	Exon 2
Mllt3	myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila	Exon 5	Exon 9
**Sh3kbp1**	**SH3-domain kinase binding protein 1**	**Exons 12, 20**	**Exon 12**
**Runx1**	**runt-related transcription factor 1 (acute myeloid leukemia 1; aml1 oncogene)**	**Exons 3, 6**	**Exon 3**
Tcf4	transcription factor 4	Exon 12	Exon 10
Tle2	transducin-like enhancer of split 2 (E(sp1) homolog, Drosophila)	Two intron retentions between exons 7 and 8<br>Exon 5	Exon 20
Htatip2	HIV-1 Tat interactive protein 2, 30kDa	One intron retention between exons 11 and 12<br>Exon3	Exon 2
Stab1	stabilin 1	Exons 9, 12, 34, 38, 47, 49, 50, 52, 67	Intron 52
Calu	calumenin	One intron retention between exons 42 and 43<br>Exon 2	Exons 3, 4
Fbx10	F-box and leucine-rich repeat protein 10	Exon 6	Exon 14
Zwint	ZW10 interactor	Exon 1	Exon 8
Col1a2	collagen, type I, alpha 2	One intron retention between exons 1 and 2<br>Exon 12	Intron 31
Uap1	UDP-N-acetylglucosamine pyrophosphorylase 1	One intron retention between exons 1 and 2	Exon 9
**Bcl2l11**	**BCL2-like 11 (apoptosis facilitator)**	**One intron retention between exons 2 and 3**	**Intron 2**
Add3	adducin 3 (gamma)	Exon 12	Exon 16
Col18a1	collagen, type XVIII, alpha 1	Exons 6, 25	Exon 3
Net1	neuroepithelial cell transforming gene 1	Exon 12	Exon 3
**Rai14**	**retinoic acid induced 14**	**Exon 12**	**Exon 12**

Gart	phosphoribosylglycinamide<br>formyltransferase,	Exon 9	Exon 11
Spag9	phosphoribosylglycinamide sy	Exon 25	Exon 31
Strn3	sperm associated antigen 9<br>striatin, calmodulin binding<br>protein 3	One intron retention<br>between exons 8 and 9	Exons 8, 9
Smarca2	SWI/SNF related, matrix<br>associated, actin dependent<br>regulator of chromatin	One intron retention<br>between exons 10 and 11<br>Exon 32	Exon 30
Sltn	SAFB-like, transcription<br>modulator	One intron retention<br>between exons 2 and 3	Exon 6
Mtus1	mitochondrial tumor<br>suppressor 1	One intron retention<br>between exons 7 and 8<br>Exon 2	Exon 3
St6gal1	ST6 beta-galactosamide<br>alpha-2,6-sialyltransferase 1	Exon 2	Exon 3
Ttll5	**tubulin tyrosine ligase-like<br>family, member 5**	**Exons 28-33**<br><br>**One intron retention<br>between exons 30 and 31**	**Exons 33, 34, 35**
Med 24	**mediator complex subunit 24**	**One intron retention<br>between exons 32 and 33**<br>**Exons 20-26**	**Exon 20**
Hisppd1	histidine acid phosphatase<br>domain containing 1	One intron retention<br>between exons 24 and 25	Exons 26, 27

# Supplementary material for: Exon-Level Transcriptome Profiling in Murine Breast Cancer Reveals Splicing Changes Specific to Tumors with Different Metastatic Abilities
**Source:** PLoS One. 2010 Aug 6;5(8):e11981. doi: 10.1371/journal.pone.0011981
**Supplement:** File S1 — UCSC browser links illustrating probe set level expression differences (fold-change and p-values) for the top 143 isoforms differentially expressed between the samples, obtained from the probe set level analysis. (0.15 MB PDF)

List of top 143 genes differentially expressed or showing isoform variations between the samples, obtained from the probeset level analysis.

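File S1 gives, for each of its 143 genes, the meta-probe set with its p-value, the most significant probe set with its own p-value, and the class of the transcript change. Its browser links show the fold changes and p-values of the probe sets along each gene. The p-value of the meta-probe set measures the whole gene and does not show which exon differs.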

Gene Id	metaprobeset Id	Gene accession	Metaprobeset Anova P-value	Most significant probeset (according to the Anova P-values)	Anova P-value of the most significant probeset	Variation type
Esm1	6810333	NM_023612	3.3623e-07	4381859	1.65878e-10	Gene expression change
Lgals7	6959461	NM_008496	2.6769e-09	4993101	8.31133e-10	Gene expression change
Ttl5	6796707	NM_001081423	0.814311	4463019	1.32039e-09	Alternative termination
Phex	7020407	NM_011077	0.000240667	4772646	2.65678e-09	Alternative termination
Cdh1	6978923	NM_009864	4.15704e-07	4711141	3.62847e-09	Gene expression change
Tspan11	6950030	NM_026743	5.82859e-09	4799240	4.14891e-09	Gene expression change
Mctp2	6968314	NM_001024703	0.473024	5251800	4.25006e-09	Alternative termination
Sorbs3	6825684	NM_011366	8.57759e-09	4990212	5.75107e-09	Gene expression change
Selenbp1	6899622	NM_009150	1.12001e-08	4732701	5.85303e-09	Gene expression change
Slc6a9	6916663	NM_008135	7.03029e-09	4444949	7.21993e-09	Gene expression change

Gpr97	6978355	NM_173036	7.9592e-09	4558899	2.87511e-08	Gene expression change
Galnt12	6818051	NM_030166	3.47877e-07	5579293	3.69854e-08	Gene expression change
Nuak1	6775625	NM_001004363	2.26382e-07	5044705	4.33139e-08	Gene expression change
Med24	6791275	NM_011869	0.822969	4612541	5.14e-08	Alternative termination
3830403N18Rik	7011373	NM_027510	0.430031	5468010	1.01725e-07	Gene expression change
Tmem2	6868650	NM_031997	3.11061e-07	4879286	1.0336e-07	Gene expression change
Cpxm2	6971649	NM_018867	1.83687e-07	4321017	1.41155e-07	Gene expression change
Pdxk	6775258	NM_172134	6.33014e-07	5387636	1.98082e-07	Gene expression change
Acsbg1	6995762	NM_053178	3.01474e-05	5470319	1.98192e-07	Gene expression change
Moxd1	6766605	NM_021509	1.37643e-06	4919017	3.10159e-07	Gene expression change
Tctn2	6934322	NM_026486	7.37958e-07	5175600	3.47676e-07	Gene expression change
Speg	6750628	NM_007463	5.00991e-06	4790184	3.50635e-07	alternative termination
F5	6754691	NM_007976	7.14243e-06	5371468	5.32491e-07	Gene expression change
Gstk1	6945775	NM_029555	2.83576e-06	4711769	5.34862e-07	Alternative termination
Hsp110	6943310	NM_013559	1.11334e-06	4618247	5.9173e-07	Intron inclusion

Rbp1	6991714	NM_011254	3.09675e-07	5149600	7.90461e-07	Gene expression change and additional ASE
Slc23a2	6891065	NM_018824	2.50722e-06	4370578	8.94106e-07	Gene expression change
Mrc2	6784564	NM_008626	2.02111e-05	4538971	1.01778e-06	Alternative initiation
Itgb4	6785183	NM_001005608	5.39913e-05	4832391	1.0794e-06	Gene expression change
Slc39a14	6825688	NM_144808	0.0275794	5087649	1.28125e-06	Cassette exon
Tmcc2	6762217	NM_178874	1.80722e-06	5546043	1.30642e-06	Gene expression change
Lamc2	6763129	NM_008485	1.49146e-05	4633994	1.43859e-06	Gene expression change
Snx30	6913924	NM_172468	3.14787e-05	4751654	1.48953e-06	Gene expression change
Mfi2	6840508	NM_013900	4.78565e-05	5508279	1.91004e-06	Cassette exon
C1s	6957111	NM_144938	1.20949e-05	5186126	1.95327e-06	Gene expression change and additional ASE
Cdcp1	6999645	NM_133974	8.4804e-06	5418062	2.05874e-06	Gene expression change
Odz4	6962736	NM_011858	0.000104455	5039883	2.18442e-06	Gene expression change and additional ASE
Mthfd2	6955025	NM_008638	9.52381e-06	5506990	2.21761e-06	Gene expression change and additional ASE
Abcc3	6790944	NM_029600	6.49554e-05	4576178	2.25481e-06	Gene expression change and additional ASE

Sned1	6751684	NM_172463	1.74323e-05	5329529	2.46575e-06	Gene expression change and additional ASE
Pdk1	6878035	NM_172665	2.06968e-06	5334960	2.99742e-06	Gene expression change
Stch	6847184	NM_030201	1.45334e-07	4925474	4.74918e-06	Gene expression change
Tnfrsf11b	6835728	NM_008764	3.92367e-05	4824202	4.8507e-06	Gene expression change
Lad1	6753400	NM_133664	0.000120839	5280089	5.84337e-06	Gene expression change
St3gal1	6836366	NM_009177	1.06684e-05	5274468	5.86548e-06	Gene expression change and additional ASE
Vdr	6838338	NM_009504	5.4601e-06	5392334	5.89114e-06	Gene expression change
Pam	6760917	NM_013626	0.555705	5594161	7.11915e-06	Cassette exon
Ttyh2	6785079	NM_053273	2.99165e-06	5486011	8.00826e-06	Gene expression change
Mboat1	6805794	NM_153546	4.83752e-05	5230221	8.34649e-06	Gene expression change
Lsp1	6965268	NM_019391	0.0255671	4584904	9.82058e-06	Cassette exon
Cd44	6889258	NM_009851	0.00037452	5425762	1.14058e-05	Several internal cassette exons
Myo1d	6790124	NM_177390	0.000152254	4595636	1.40336e-05	Gene expression change
Mtmr11	6899741	NM_181409	0.00102122	4934563	1.43267e-05	Gene expression change
Epb4.1l5	6761675	NM_145506	0.000208807	4626282	1.58266e-05	Alternative termination

Zeb2	6886356	NM_015753	0.000113227	5270232	2.09246e-05	Gene expression change Intron inclusion
Lbp	6882730	NM_008489	0.000473857	4709873	2.31474e-05	Gene expression change
Itgb1	6980032	NM_010578	0.0881058	5044002	2.42255e-05	Intron inclusion
Acot9	7014702	NM_019736	0.000651868	4655269	2.43886e-05	Intron inclusion
Phb	6783761	NM_008831	0.0148673	5013902	2.68396e-05	Cassette exon
Txlnb	6766250	NM_138628	0.00044298	4390834	2.69322e-05	Cassette exon
Smyd4	6782430	NM_001102611	2.82038e-05	5120524	2.93936e-05	Alternative termination
Copz2	6783873	NM_019877	0.000144699	4431553	3.11904e-05	Gene expression change and additional ASE
Vapa	6856674	NM_013933	0.113335	4394975	3.62092e-05	Intron inclusion
Nmnat2	6754102	NM_175460	9.26754e-06	4861618	3.64019e-05	Gene expression change and additional ASE
Slc25a29	6803596	NM_181328	0.556173	4968317	3.85341e-05	Differential 3' UTR
Naglu	6784237	NM_013792	3.93015e-05	4783626	4.36112e-05	Gene expression changed excepted for one exon
Dmpk	6958984	NM_032418	8.46482e-05	5130757	5.02061e-05	Gene expression change
Angpt2	6980871	NM_007426	0.000833906	4802931	5.24618e-05	Alternative termination and additional ASE
Sh3md4	6768110	NM_172788	2.88638e-06	4752369	5.25524e-05	Alternative initiation
Ier2	6983868	NM_010499	1.35404e-05	4743480	6.07137e-05	Gene expression change

Tmeff1	6913348	NM_021436	0.000358618	4465406	6.46305e-05	Gene expression change and additional ASE
Ccnt2	6752869	NM_028399	0.471421	4910160	7.07365e-05	Intron inclusion
Espn	6927124	NM_207687	8.84641e-05	4607289	7.80303e-05	Gene expression change and additional ASE
Sdha	6814387	NM_023281	0.469836	5202442	8.04116e-05	Intron inclusion
BC035295	6838563	NM_153407	0.0113944	5005900	8.099e-05	Differential 5' UTR
Pdgfc	6898686	NM_019971	0.000527447	5263990	8.7297e-05	Gene expression change and additional ASE
Manba	6901609	NM_027288	0.299147	4979168	8.86985e-05	Intron inclusion
Bclaf1	6766380	NM_001025392	0.554887	4419708	9.15614e-05	Intron inclusion
Hao1	6891210	NM_010403	0.000359901	5524655	0.000123555	Gene expression change and additional ASE
Clip4	6852068	NM_030179	9.62749e-05	5502729	0.000129207	Alternative termination and additional ASE
Ace	6784587	NM_207624	0.000892492	4411818	0.000141381	Gene expression change
Sema7a	6989438	NM_011352	0.000598121	4720501	0.000161687	Gene expression change and additional ASE
Morf4l1	6997712	NM_001039147	0.000240533	4633204	0.000162587	Intron inclusion<br>Cassette exon
Mapk14	6849567	NM_011951	0.430651	4487560	0.000172758	Intron inclusion
Hoxa10	6953615	NM_008263	0.000115064	5138476	0.000176371	Alternative termination

Col15a1	6913269	NM_009928	0.000707639	4603519	0.000190102	Gene expression change
Sat2	6782034	NM_026991	0.000133438	5107368	0.000191057	Cassette exon
Srrt	6942544	NM_031405	0.778046	5382632	0.000195389	Intron inclusion
Gli3	6804974	NM_008130	0.832253	4896933	0.000214804	Intron inclusion
Chid1	6972227	NM_026522	0.00114105	5152830	0.00024234	Intron inclusion
Gosr1	6789825	NM_016810	0.680383	4542236	0.000247966	Intron inclusion
Efna5	6856480	NM_207654	0.759176	4399073	0.000253206	Intron inclusion
Zfp36l2	6857797	NM_001001806	0.000611991	5353460	0.0002769	Intron inclusion
Eny2	6830161	NM_175009	0.426017	5037008	0.000290061	Intron inclusion
Mat2a	6954626	NM_145569	0.000794796	4426868	0.000302479	Intron inclusion
Hprt1	7011264	NM_013556	0.59366	4417069	0.000376608	Cassette exon
Msx1	6937555	NM_010835	0.000165097	4993066	0.000468968	Differential 3' UTR
Cxadr	6842552	NM_001025192	0.0356475	4427200	0.000547345	intron inclusion
Slco3a1	6968426	NM_023908	0.875488	4397959	0.00034695	Intron inclusion
Psd4	6875650	NM_177611	0.859226	5090341	0.000165958	Alternative start
Galnt7	6982695	NM_144731	0.858343	5145519	0.000545445	Intron inclusion
Cdv3	6998401	NM_175565	0.821997	4463201	0.000566789	Intron inclusion
Dlg1	6840507	NM_007862	0.808824	4416637	0.000205605	Intron inclusion
Nfe2l2	6887958	NM_010902	0.789498	4973435	0.000541641	Intron inclusion
Hvcn1	6934119	NM_001042489	0.739488	4830354	0.00041464	Intron inclusion
07-sept	6987580	NM_009859	0.629685	4648373	0.000472546	Intron inclusion
Psmc14	6877587	NM_021526	0.600591	5174667	0.000344707	Intron inclusion
Ewsr1	6785697	NM_007968	0.504199	5386761	0.000533307	Differential 5'UTR
Bicd2	6806938	NM_001039179	0.452181	5057282	0.000271141	Intron inclusion
Itga10	6899767	NM_001081053	0.408871	4758253	0.000452045	Gene expression change
Hist1h1d	6805359	NM_145713	0.250684	5363615	0.000568218	Differential 3'UTR

Pcdh12	6864783	NM_017378	0.315341	5138969	0.000104588	Differential 3'UTR
Luc7l	6849438	NM_028190	0.136604	4710786	0.000233816	Differential 3'UTR
Cdkl2	6939966	NM_016912	0.167998	4385858	0.00045002	Differential 5'UTR
Gpr158	6875564	NM_001004761	0.121855	5434095	0.00031031	Cassette exon
Btg1	6770030	NM_007569	0.379994	5375464	0.000122192	Differential 3' UTR
Amot	7020027	NM_153319	0.116815	4625304	0.000597678	Intron inclusion
2610024G14Rik	6939353	NM_019836	0.10636	4540335	0.000169343	Intron inclusion
4921505C17Rik	6828492	NM_030168	0.0885461	4860945	0.000575568	Intron inclusion
Erc4	6839491	NM_015769	0.07406	4569089	0.000429462	Intron inclusion
Flrt3	6891493	NM_178382	0.0713676	4495157	0.000525881	Intron inclusion
Srr	6789696	NM_013761	0.0453219	4552498	0.000423413	Intron inclusion
4932441K18Rik	7020636	NM_178935	0.0379941	4305937	0.000350555	Intron inclusion
Nsmce2	6830766	NM_026746	0.0363835	5185915	0.000607018	Intron inclusion
Dusp12	6764033	NM_023173	0.0281431	5323714	0.000530175	Intron inclusion
Dhdds	6925974	NM_026144	0.0207182	5398548	0.000570883	Cassette exon
Tmem19	6777181	NM_133683	0.018245	5041318	0.000177138	Intron inclusion
Btbd3	6881556	NM_145534	0.0160341	5093358	0.000443852	Intron inclusion
Tbc1d23	6846457	NM_026254	0.0158517	5256163	0.000452099	Intron inclusion
Bach1	6842940	NM_007520	0.0136747	4538073	0.0004064	Cassette exon
Dab2	6828472	NM_023118	0.0133713	5009487	0.000605338	Intron inclusion
Shc4	6890611	NM_199022	0.0130502	5268297	0.000263065	Cassette exon
Trabd	6832540	NM_026485	0.0122126	4430185	0.000490147	Intron inclusion
Siah1a	6983978	NM_009172	0.0103497	5375929	0.000635487	Differential 3'UTR
Ccbe1	6866238	NM_178793	0.0098616	4976894	0.000600597	Intron inclusion
Anxa3	6932603	NM_013470	0.00665007	5187641	0.000610686	Intron inclusion
Dcakd	6791656	NM_026551	0.00614967	4753771	0.000533184	Intron inclusion
Il11	6973206	NM_008350	0.00357025	4838543	0.000612932	Cassette exon

Msn	7012681	NM_010833	0.00305852	5161926	0.000447588	Intron inclusion
Stab1	6823709	NM_138672	0.00205131	4604695	0.000269979	Cassete exon, intron inclusion
Pde6d	6760385	NM_008801	0.00178182	4354208	0.000204194	Differential 3'UTR, cassette exon
Hspb7	6918167	NM_013868	0.00144202	4352925	0.000527172	Differential 3'UTR
Dlgap4	6882622	NM_146128	0.0011047	5337902	0.000387847	Intron inclusion

# Supplementary material for: Exon-Level Transcriptome Profiling in Murine Breast Cancer Reveals Splicing Changes Specific to Tumors with Different Metastatic Abilities
**Source:** PLoS One. 2010 Aug 6;5(8):e11981. doi: 10.1371/journal.pone.0011981
**Supplement:** File S2 — UCSC browser links illustrating the probe set level expression differences (fold-change and p-values) as well as the normalized (SI) differences for the top 60 isoforms differentially expressed between the samples, obtained from the Splicing Index analysis. (0.10 MB PDF)

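File S2 has the same layout and holds 60 genes. They come from the splicing index, which divides the intensity of a probe set by that of its meta-probe set before the tumor types are compared, so that a change of the whole gene cancels out. The study kept the splicing index to genes whose gene-level expression did not change, and each gene again has a p-value for its meta-probe set and another for its most significant probe set.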

List of top 63 genes showing isoform variations between the samples, obtained from the Splicing Index analysis.

Gene Id	metaprobeset Id	Gene accession	Metaprobeset Anova P-value	Most significant probeset (according to the Anova P-values)	Anova P-value of the most significant probeset	Variation type
Rpl23	6791222	NM_022891	0.0171427	5299095	0	Intron inclusion
Supv3l1	6774395	NM_181423	0.13222	4577996	2.57875e-06	Intron inclusion
Nudcd3	6785762	NM_173748	0.0121992	5104326	3.28722e-06	Intron inclusion
Arg1	6772815	NM_007482	0.013858	5234845	4.52314e-06	Intron inclusion
Agrn	6927362	NM_021604	0.871173	5131440	1.12815e-05	Intron inclusion
Nfib	6922846	NM_008687	0.0280349	4744985	3.11013e-05	Cassette exon
Slc1a5	6958905	NM_009201	0.898088	5215935	3.57773e-05	Intron inclusion
Trim26	6850250	NM_001025599	0.628829	4376250	3.70235e-05	Intron inclusion
R3hdm1	6752884	NM_181750	0.118452	5123092	5.88997e-05	intron inclusion
Zfand5	6868618	NM_009551	0.624094	4842770	5.96966e-05	Intron inclusion
Clk1	6758941	NM_001042634	0.0193742	4418371	8.31211e-05	Intron inclusion
4121402D02Rik	6784048	NM_028722	0.427162	4688500	8.51614e-05	Intron inclusion
Il18r1	6748889	NM_008365	0.064024	4892072	8.61301e-05	Intron inclusion
Satb2	6758862	NM_139146	0.0713463	5305589	9.90311e-05	Intron inclusion
Nisch	6823710	NM_022656	0.898708	4741010	0.000100809	Intron inclusion
Ivns1abp	6754014	NM_054102	0.245809	4657092	0.000101616	Intron inclusion
Fmr1	7011757	NM_008031	0.660569	4730469	0.000141621	Cassette exon
Rsrc2	6941837	NM_025438	0.80143	5453603	0.000148816	Cassette exon
Rap1gds1	6909871	NM_001040690	0.631144	4953216	0.000151893	Intron inclusion
Plekha3	6878347	NM_031256	0.0428608	5410024	0.000155166	Cassette exon

Hsf1	6831660	NM_008296	0.404479	4687158	0.000160432	Intron inclusion
Hisppd1	6760915	NM_173760	0.946155	5045686	0.000166998	Intron inclusion
Npr2	6913020	NM_173788	0.00103108	4539803	0.000180028	Intron inclusion
Stag1	6991873	NM_009282	0.424899	4958415	0.000190372	Intron inclusion
Ehd1	6867849	NM_010119	0.159099	4756891	0.000195054	Intron inclusion
Zfp410	6796595	NM_144833	0.589022	5014929	0.000209162	Intron inclusion
Sesn1	6767402	NM_001013370	0.891209	5327098	0.000216404	Intron inclusion
Lrrc8d	6933141	NM_178701	0.0526712	4313723	0.000258536	Intron inclusion
Hnrph1	6780797	NM_021510	0.989222	4365203	0.000267263	Intron inclusion
Ift172	6937081	NM_026298	0.0233091	4979678	0.000292452	Alternative termination
Wdtdc1	6925885	NM_199306	0.0661967	5207947	0.00029357	Intron inclusion
Rbm9	6836888	NM_053104	0.0477287	4687323	0.000298695	Intron inclusion
Gdpd3	6964245	NM_024228	0.0169311	4963283	0.000317246	Cassette exon
Rai14	6833980	NM_030690	0.0130151	4456110	0.000327353	Cassette exon
Tm4sf5	6782129	NM_029360	0.0160368	5569949	0.000354744	Cassette exon
Slk	6870166	NM_009289	0.15608	5355354	0.000745324	Cassette exon
Lace1	6773546	NM_145743	0.00851393	5219952	0.000506945	Intron inclusion
H3f3b	6792486	NM_008211	0.00862016	5019598	0.000660606	Intron inclusion
Thop1	6769262	NM_022653	0.0166104	5063925	0.00058844	Intron inclusion
Parp11	6949992	NM_181402	0.017502	4681790	0.000474618	Intron inclusion
Huwe1	7014551	NM_021523	0.0302209	4469179	0.000265265	Cassette exon
Mapk8ip3	6854400	NM_013931	0.0335469	5051055	0.000536173	Intron inclusion
Rbm39	6892423	NM_133242	0.0418497	5241837	0.000606504	Intron inclusion
Paip1	6810620	NM_145457	0.0863144	4766267	0.000495694	Differential 3'UTR
Vps37a	6975614	NM_033560	0.0978693	5206157	0.000272275	Intron inclusion

Pfdn4	6883526	NM_001013369	0.144583	4768708	0.000450425	Intron inclusion
BC037034	6942617	NM_153161	0.168246	4946452	0.000604411	Intron inclusion
Rfwd2	6754437	NM_011931	0.188957	4974623	0.000587991	Intron inclusion,<br>cassette exon
Aldh1a7	6872029	NM_011921	0.196089	5564677	0.000587049	Cassette exon
Arid1a	6925936	NM_001080819	0.235644	5224087	0.000562195	Intron inclusion
Drg1	6785591	NM_007879	0.274161	4403628	0.00050447	Intron inclusion
Nfkbiz	6846375	NM_030612	0.372406	5259270	0.000701173	Intron inclusion
Zfr	6828790	NM_011767	0.410785	4418390	0.000691603	Intron inclusion
Golga4	6992852	NM_018748	0.438378	4311969	0.000527865	Intron inclusion
Sirt7	6792787	NM_153056	0.491175	5164019	0.000422599	Intron inclusion
Tkt	6817930	NM_009388	0.623445	5035917	0.000514145	Intron inclusion
Npepps	6791175	NM_008942	0.683337	4920034	0.000676699	Intron inclusion
Krit1	6928479	NM_030675	0.878792	4642200	0.000627976	Intron inclusion
Eif4g1	6839956	NM_145941	0.886587	4779060	0.000611052	Intron inclusion
Golga1	6886200	NM_029793	0.908608	4922440	0.000483053	Intron inclusion

How the deposited data were processed for this re-analysis (not part of the article)

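Gene expression was measured in 12 tumors, 4 from each of the 168FARN, 4T07 and 4T1 cell lines, each on 1 GeneChip Mouse Exon 1.0 ST array. The gene-level intensities were made by the authors with Affymetrix Power Tools, as the methods state: probe intensities were quantile normalized across arrays and the probe sets of each gene were summarized into a meta-probe set by ITER-PLIER. They are linear values, and the submitters' notes name PLIER and the mm8 build without versions. The detection p-values of single probe sets were not used here, because their 12 columns carry scanner file names that no source used here pairs with the tumors, so the planned comparisons of detected probe sets and of probe-set intensities were not run.

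Of 16661 meta-probe sets, those with exactly 1 gene symbol were kept (14939), named by gene number for 14884 of them with 0 symbols changed, and 1 meta-probe set per gene, the one with the highest mean, was used (14807 genes). The intensities were transformed as log2 of the value plus 1, and 13725 genes with a mean intensity above 30 were tested. All tests were run with limma 3.58.1 in R 4.3.3: lmFit and eBayes (prior degrees of freedom 3.35), a moderated F test over the 3 types and moderated contrasts between pairs of types, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Adjusted p-values in the text come from limma, and for lists from camera. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The number of arrays limits the precision.

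Gene lists were 17 of pathways, 14 of cell types and the genes that the paper names. The pathway lists are epithelial junctions and polarity, epithelial transcription and splicing regulators, hemidesmosome and laminin-332, keratins, mesenchymal and EMT regulators, collagens, matrix proteases and inhibitors, splicing regulators, cell cycle, hypoxia and glycolysis, heat shock and unfolded protein response, amino acid response and one-carbon metabolism, interferon response, antigen presentation, NF-κB targets and cytokines, bone and lung metastasis genes, and complement. The cell type lists are macrophages, neutrophils, T cells, B cells, NK cells and cytotoxic lymphocytes, dendritic and mast cells, endothelial cells, fibroblasts, pericytes and smooth muscle, adipocytes, skeletal muscle, skin keratinocytes, mammary luminal and milk genes, and red blood cells. Members past the threshold were counted over all genes and adjusted over the list alone, and each list was tested by camera with a preset correlation of 0.01 and with an estimated correlation. The genes named are the 10 with the largest log2 fold change in each direction and comparison among those past the threshold whose tumors do not overlap, the genes that the paper names, whose values in the paper's tables had been seen, and up to 4 members of each list with the smallest adjusted p. Other genes were chosen after their values were seen. The main settings, the gene lists, this rule and the alternatives, apart from those leaving out 2 or 4 tumors, were set before the data were examined.

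The alternatives were a pseudocount of 16, no intensity filter or one of 100, all meta-probe sets, quantile normalization or median scaling of the arrays, the plain tests of the study's methods, an intensity-dependent prior, a replicate block, a fit to only the types compared, and each tumor left out in turn. The plain tests were a one-way ANOVA and, for pairs, Student's t-tests, with 1 added to the intensities and p-values adjusted here over all genes. The study names t-tests only for 4T1 against each other type. Leaving out 168FARN replicate 4 and 4T07 replicate 2, high in muscle genes, or these and 168FARN replicate 2 and 4T07 replicate 4, was added after the values were seen; no 4T1 tumor was left out with them, although B cell genes were high in 4T1 replicates 2, 3 and 4. The replicate numbers were checked for pairing: 3 of 12 tumors correlated best with a tumor of their own number, and the tumors were taken as unpaired. The 4 pairs of 4T1 and 4T07 tumors with 1 number correlated at 0.15 to 0.25, and the other 8 at -0.34 to 0.24; with a replicate block, 21 calls of named genes were lost. In 1 simulated data set of 13725 genes, 100 were changed by a log2 of 1 and another 100 by 2. The F test recovered 66 and 95 of them, with 10 false calls in the whole set.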

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

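The tests of the carcinoma share, of epidermis and of 168FARN replicate 1 were chosen only after the results were seen. A tumor far from the other 3 of its type was looked for in 162 groups; 13 were found, and chance gives about 1 in 20 groups, or 8.1.

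Of 25 epithelial junction genes, 22 were higher in 4T1 than in 168FARN tumors and 21 higher and 1 lower than in 4T07 tumors (camera adjusted p = 8.3e-22 and 1.7e-18, and adjusted p = 0.14 and 0.19 with an estimated correlation). A larger share of carcinoma cells in the 4T1 pieces would lower the genes of all other cells. Against 168FARN and 4T07 tumors, pericyte genes had median log2 fold changes of 1.08 and 0.82, fibroblast genes of 0.69 and 0.68 and endothelial genes of 0.78 and 0.54. Past limma's threshold upward were 9 and 7 of 12 pericyte, 7 and 5 of 14 fibroblast (2 and 3 lower) and 10 and 1 of 16 endothelial genes. As far as these genes come from other cells, this argues against a larger share as the whole cause, less clearly so against 4T07 tumors. Whole tumor pieces cannot show which cells expressed them. With an estimated correlation, camera passed none of these lists in either comparison. The adjusted p was 0.31 and 0.55 for pericyte, 0.78 and 0.82 for fibroblast and 0.39 and 0.65 for endothelial genes. Macrophage genes had medians of 0.23 and -0.037 and neutrophil genes of -0.47 and -0.84. Skin epidermis in the 4T1 pieces is argued against by 8 skin keratinocyte genes, of which 0 passed limma's threshold upward against 168FARN and 4T07 tumors (0 and 1 at an unadjusted p under 0.05) and whose median was -0.68 to 0.038 in 4T1, -0.37 to 0.17 in 168FARN and -0.47 to -0.049 in 4T07 tumors other than replicate 4 (2.51). A difference between the cell lines themselves stays open and was not tested.

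Skeletal muscle genes were far higher in 168FARN replicate 4 (2.49, others -0.55 to -0.35) and in 4T07 replicate 2 (2.98, others -0.65 to -0.44). Of 11 muscle genes of a second list, 8 were highest in both of these tumors within their type, as skeletal muscle fibres in the tumor pieces would give, and such fibres may be the source. The shift of this second list was much smaller. Its median lay above the mean of the type by 0.37 (log2) in 168FARN replicate 4 and 0.35 in 4T07 replicate 2, and by 0.18 in 4T1 replicate 3. Of 8 B cell genes, 3 were higher in 4T1 than in 4T07 tumors (camera adjusted p = 1.8e-03, and adjusted p = 0.65 with an estimated correlation), with a median of -0.60 in 4T1 replicate 1 and of 1.51 to 2.79 in the other 4T1 tumors. Each of these 3 calls was lost in 2 to 4 of the fits without 1 tumor. For lymph node tissue in the tumor pieces, 7 measured lymph node genes had a median log2 fold change of 0.39, 5 above 0 and 0 past limma's threshold. T cell genes, which lymph node tissue would also raise, had a median of -0.42 against 4T07, with 5 of 13 above 0 and 0 past the threshold. Lymph node tissue and infiltrating lymphocytes cannot be told apart with so few genes.

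Tmprss11e was at 1434 in 168FARN replicate 1 and at 11.7 to 14.1 in the other 168FARN tumors. Of 39 genes chosen without this tumor as high in 4T1, 18 reached 20% or more of the 4T1 level in it. RNA or cells of a 4T1 tumor in 168FARN replicate 1 would raise them all, but 11 were no higher there than in the highest of the other 168FARN tumors, Epcam among them, which argues against it. No biological explanation was tested.

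For the other 10 values, a tumor lay far from the other 3 of its type, and no explanation was tested. Splicing regulators had a median of -0.19 in 4T07 replicate 2 (others 0.06 to 0.11) and of -0.20 in 4T1 replicate 2 (0.02 to 0.03). Amino acid response genes were at -0.067 in 4T07 replicate 2 (0.20 to 0.24). Interferon response genes were at 0.73 in 168FARN replicate 2 (-0.21 to -0.06), and NF-κB targets at 0.68 (-0.37 to -0.25). Bone and lung metastasis genes were at 0.026 in 4T1 replicate 2 (-0.12 to -0.10), and skin keratinocyte genes at 2.51 in 4T07 replicate 4 (-0.47 to -0.05).

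Among single genes, Cdh1 was at 395 in 4T07 replicate 3 (others 507 to 531), Pcdh10 at 320.4 in 4T07 replicate 2 (396 to 412) and Angpt2 at 1096 in 4T07 replicate 4 (771 to 815).

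Other divisions of the same tumors were tested. The real division called 2692 genes in the F test and was 1 of 100 to call as many (highest other 2051). It called 2454 for 4T1 against 168FARN (1 of 35, highest other 1) and 2568 for 4T1 against 4T07 (1 of 35, highest other 1). A share of 1 in 35 (2.86%) is the lowest that 35 divisions can give. Every other division in these 2 comparisons put 4T1 tumors in both groups, so low counts from them were likely in advance. Chance is an unlikely source of these counts but is not excluded. For 4T07 against 168FARN, 2 of 35 divisions called as many as the real 50, so chance cannot be excluded; the highest other called 337, which points to a structure of the samples, with 168FARN replicates 1 and 2 and 4T07 replicates 3 and 4 against the rest.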

How the results depend on the processing

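The tests without 2 tumors (168FARN replicate 4 and 4T07 replicate 2, high in muscle genes) and without 4 (these, 168FARN replicate 2 and 4T07 replicate 4) were chosen only after the results were seen, and left out no 4T1 tumor, although B cell genes were high in 3 of them. Of 96 alternative counts of genes, 78 stayed within 1.5 times. The F test count was 2037 to 2962, that of 4T1 against 168FARN 1835 to 2549 and that of 4T1 against 4T07 1978 to 2742 with 1 tumor left out. Without the 4 tumors these were 1495, 1153 and 1566, with fewer samples. The 50 genes of 4T07 against 168FARN became 31 with no intensity filter, 0 by the plain tests (limma: 1401 at an unadjusted p under 0.05), 121 with an intensity-dependent prior, 20 with a replicate block, 5 with only the 2 types fitted, 10 without the 2 tumors, 0 without the 4 tumors, and 3 (without 4T07 replicate 1) to 121 (without 168FARN replicate 2) with 1 tumor left out; the cause was not tested. Of 6135 alternatives for named genes past the threshold, 5696 kept direction and call, 439 lost the call and 0 reversed; of 864 for those not past it, 799 were the same, 25 gained a call and 40 reversed. All 35 list calls of camera were lost with an estimated correlation. With no intensity filter, 95 of 96 lists kept direction and side, and the skeletal muscle list against 168FARN reversed (adjusted p = 0.996). The reversed genes lay near 0, and the cause was not tested. With quantile normalization, Ccnt2 against 168FARN was 0.0029 and Hnrnph1 against 4T07 0.086; with median scaling, Hnrnph1 was -0.016 against 168FARN and 0.0063 against 4T07. Without the 2 tumors, Ccnt2 (0.020), Hnrnph1 (-0.013), Hprt (-0.015) and Srrt (-0.016) reversed against 168FARN, and Gli3 (-0.046) and Med24 (-0.014) against 4T07. Without the 4 tumors, Ccnt2 (0.18) and Hnrnph1 (-0.11) reversed against 168FARN, and Gli3 (-0.13), Med24 (-0.018) and Zfand5 (0.035) against 4T07. With 1 tumor left out, the ranges against 168FARN were -0.20 (without 168FARN replicate 1) to 0.081 (168FARN replicate 2) for Ccnt2, -0.0014 (4T1 replicate 1) to 0.14 (4T1 replicate 4) for Gli3, -0.053 (4T1 replicate 3) to 0.092 (4T1 replicate 2) for Hnrnph1, -0.015 (168FARN replicate 4) to 0.26 (4T1 replicate 2) for Hprt and -0.058 (168FARN replicate 3) to 0.16 (168FARN replicate 2) for Srrt. Against 4T07 they were -0.082 (4T07 replicate 3) to 0.27 (4T07 replicate 1) for Agrn, -0.055 (4T1 replicate 1) to 0.086 (4T1 replicate 4) for Gli3, -0.080 (4T07 replicate 2) to 0.074 (4T1 replicate 2) for Hnrnph1 and -0.014 (4T07 replicate 2) to 0.13 (4T1 replicate 1) for Med24. The planned comparisons of detected probe sets and of probe-set intensities were not run. Signal over background was not measured, and the number of arrays limits the precision.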

Differences from the paper's values

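The paper gives 1772 genes with expression changes at the whole transcript level (the paper's value), and the F test here called 2692 of 13725 genes. The paper also required a significant probe set, which was not applied here, and tested 11,082 genes (the paper's value). Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with no intensity filter (2543), by the one-way test of the study's methods (2642), at the study's unadjusted threshold (2555), and without 168FARN replicate 3 (2253) or 4 (2320), 4T07 replicate 1 (2338), 3 (2468) or 4 (2285), or 4T1 replicate 1 (2059), 2 (2109), 3 (2119) or 4 (2037). It did not with a pseudocount of 16 (2759), an intensity filter of 100 (2782), all meta-probe sets (2947), quantile normalization (3017), median scaling (2791), an intensity-dependent prior (3080), a replicate block (2727), or without 168FARN replicate 1 (2678) or 2 (2962) or 4T07 replicate 2 (2699).

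The legend of Figure 3 leaves uncolored the genes neither differentially expressed nor spliced, so its colors need not be gene-level values. The figure draws AGRN, GLI3 and ITGB1 as higher and MAPK14 as lower in 4T1 than in both other types, and at the gene level none of these 4 passed limma's test, with log2 fold changes against 168FARN and 4T07 of 0.10 and 0.11 for Agrn, 0.06 and 0.00 for Gli3, 0.31 and 0.36 for Itgb1 and -0.15 and -0.14 for Mapk14. The study's own files class all 4 as intron inclusions, and their meta-probe set p by its ANOVA lay above its threshold. For these 4 genes the paper and the values here do not differ at the gene level. It draws LBP, IL18R1 and IFT172 as lower; Lbp (-1.84) and Il18r1 (-1.63) passed against 4T07 and not against 168FARN, and Ift172 (-0.56) against 168FARN and not against 4T07. In the drawn direction against both types were Pdgfc (1.48 and 1.53), Itgb4 (0.83 and 0.66), Cd44 (3.04, or 3.65 without 168FARN replicate 1, and 2.95), Msx1 (0.66 and 0.84), Tnfrsf11b (-2.28 and -2.60) and Sema7a (-0.66 against 4T07).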

Other observations

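Slc6a9, a glycine transporter, had log2 fold changes of -2.97 and -3.23 in 4T1 against 168FARN and 4T07 tumors, and Mthfd2, a mitochondrial folate enzyme, of -1.39 and -1.13, while the stress-induced mTOR inhibitor Ddit4 had 2.02 and 1.94. Of 15 genes of the amino acid response and one-carbon metabolism, 1 was higher and 8 lower than in 168FARN and 1 higher and 9 lower than in 4T07 tumors (1 and 9, and 1 and 9, over the list alone; camera adjusted p = 5.4e-04 and 2.7e-03, and adjusted p = 0.37 and 0.59 with an estimated correlation). Of 13 heat shock and unfolded protein response genes, 6 were lower in each comparison (1 higher and 10 lower, and 1 higher and 7 lower, over the list alone), among them the chaperones Hsph1 (-1.20 and -0.86) and Hspa5 (-0.62 and -0.49), with camera adjusted p = 9.0e-05 and 0.022, and adjusted p = 0.29 and 0.59 with an estimated correlation.

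Of 13 neutrophil genes, 4 and 6 were lower in 4T1 tumors (5 and 8 over the list alone), such as the calcium-binding S100a8 (-1.94 and -1.94), with camera adjusted p = 7.7e-03 and 4.5e-03, and adjusted p = 0.27 and 0.19 with an estimated correlation. Of 8 complement genes, 3 and 4 were lower (4 and 4 over the list alone; camera adjusted p = 0.059 and 0.011, and adjusted p = 0.59 with an estimated correlation for the second), led by the protease Masp1 (-1.62 and -2.18). Of 7 genes of NK cells and cytotoxic lymphocytes, 1 was higher than in 168FARN (1 over the list alone; camera adjusted p = 0.44) and 5 were lower than in 4T07 tumors (5 over the list alone; adjusted p = 0.035, and adjusted p = 0.65 with an estimated correlation). The call against 168FARN, Eomes, was lost in 6 fits without 1 tumor (limma adjusted p = 0.058 to 0.091). Of 15 macrophage genes, 2 were higher than in 168FARN (2 over the list alone), and 1 was higher and 1 lower than in 4T07 tumors (0 and 0 over the list alone, and by limma 1 and 4 at an unadjusted p under 0.05), with camera adjusted p = 0.097 and 0.69. The calls against 168FARN, Arg1 and Mrc1, were each lost in 3 fits without 1 tumor (limma adjusted p = 0.066 to 0.074 and 0.051 to 0.062). The calls against 4T07 were those of the chemokine receptor Cx3cr1 (0.99), lost without 4T07 replicate 2 or 4 or 4T1 replicate 2, 3 or 4 (adjusted p = 0.056 to 0.083), and of the scavenger receptor Cd68 (-0.52), lost without 168FARN replicate 1 or 3, 4T07 replicate 3 or 4, or any 1 of the 4T1 tumors (adjusted p = 0.056 to 0.12), and both were lost by the plain test (0.113 and 0.080) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (0.253 and 0.088), Cx3cr1 also without only 168FARN replicate 4 and 4T07 replicate 2 (0.063) and Cd68 with no intensity filter (0.054) or only the 2 types fitted (0.052). Of 10 dendritic and mast cell genes, 2 were lower than in 4T07 tumors (2 over the list alone, camera adjusted p = 0.93 and 0.51). With 1 tumor left out, the call of Cma1 was lost in 3 fits (limma adjusted p = 0.0501 to 0.056) and that of Cpa3 in 4 (0.053 to 0.062).

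For the remaining lists, the counts stand beside 17.9% and 18.7% of all genes called against 168FARN and 4T07, and counts over the list alone are given where they differ. Of 8 hemidesmosome genes, 3 were higher than in 168FARN, and 3 higher and 1 lower than in 4T07 tumors, with the laminin chain Lamb3 at 4.04 and 3.57 (camera adjusted p = 0.028 and 0.25, and adjusted p = 0.37 with an estimated correlation for the first). Of 25 matrix proteases and inhibitors, 8 were higher and 4 lower, and 3 higher and 6 lower (10 and 5, and 4 and 9, over the list alone; camera adjusted p = 0.15 and 0.67), with Mmp9 at 2.00 and 2.32 and its inhibitor family member Timp3 at -0.87 and -1.22. Of 26 cell cycle genes, 4 were lower, and 1 higher and 2 lower (0.72 and 0.34). Of 19 hypoxia and glycolysis genes, 2 were higher and 2 lower, and 4 higher and 5 lower (2 and 3, and 4 and 5, over the list alone; 0.50 and 0.48). Of 21 interferon genes, 2 and 3 were lower (0.51 and 0.71), and of 11 antigen presentation genes 1 and 1 (0.059 and 0.045, and adjusted p = 0.67 with an estimated correlation for the second). Of 20 bone and lung metastasis genes, 5 were higher and 5 lower, and 4 higher and 8 lower (0.77 and 0.48), with the matrix protein Tnc at 1.96 and 2.31. Of 8 mammary luminal and milk genes, 3 were higher and 1 lower, and 3 higher and 2 lower (3 and 2, and 3 and 2, over the list alone; 0.45 and 0.66), with the casein Csn3 at -2.77 and -2.73, and of 3 red blood cell genes 1 and 1 were lower (0.29 and 0.44). Some of these calls were lost with 1 tumor left out. Against 168FARN they were Bub1 and E2f1 (cell cycle, 8 and 5 fits), Bnip3 (hypoxia, 8) and Psmb9 (antigen presentation, 4), among others. Against 4T07 they included Col17a1 (hemidesmosome, 5 fits) and E2f1 (5).

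Between 4T07 and 168FARN tumors, Pcdh10 had a log2 fold change of 2.99 (adjusted p = 6.3e-04) and F5 of 2.42 (adjusted p = 4.5e-03), both lost by the plain test (0.134 and 0.153) and without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4 (0.161 and 0.177). The granule protease Gzmb was at 1468 ± 195 (SD, n = 4) in 4T07 tumors against 352 ± 175 (SD, n = 4), a log2 fold change of 2.17 (adjusted p = 0.018), a call lost without 168FARN replicate 3 or 4T07 replicate 1, 2 or 4 (adjusted p = 0.051 to 0.081), with a replicate block (0.080), by the plain test (0.202) and with only these 2 types fitted (0.060). The sterol synthesis gene Cyp51 had -1.59 (adjusted p = 0.019) and Sqle -0.98 (adjusted p = 0.017), both lost without 168FARN replicate 3 or 4T07 replicate 1 or 4 (adjusted p = 0.051 to 0.081), by the plain test (0.231 and 0.134) and with only these 2 types fitted (0.082 and 0.060). Without 168FARN replicates 2 and 4 and 4T07 replicates 2 and 4, the calls of Gzmb (0.321), Cyp51 (0.321) and Sqle (0.369) were lost, and without only 168FARN replicate 4 and 4T07 replicate 2 those of Gzmb (0.110) and Sqle (0.071). Of 7 genes of NK cells and cytotoxic lymphocytes, 2 were higher in 4T07 than in 168FARN tumors (4 over the list alone; camera adjusted p = 2.8e-06, and adjusted p = 0.52 with an estimated correlation). By camera, 10 other lists also passed between these types, and all were lost with an estimated correlation: matrix proteases and inhibitors (adjusted p = 8.1e-05, and adjusted p = 0.52 with an estimated correlation), macrophages (adjusted p = 1.1e-03, and adjusted p = 0.65 with an estimated correlation) and, lower in 4T07, B cells (adjusted p = 2.3e-03, and adjusted p = 0.65 with an estimated correlation), each with 0 genes past limma's threshold (10 and 5 higher and 2 lower at an unadjusted p under 0.05), and epithelial junctions, epithelial regulators, keratins, complement, endothelial cells and, lower in 4T07, cell cycle and heat shock genes (adjusted p = 2.3e-03 to 0.030, and adjusted p = 0.52 to 0.85 with an estimated correlation). Among genes the paper names, Spint2, a protease inhibitor, had 0.56 and 0.64 in 4T1 against 168FARN and 4T07 tumors, both past the test. Bcl2l1, an apoptosis inhibitor, had -0.48 (adjusted p = 0.063), called without 4T1 replicate 1 (adjusted p = 0.032) and with a replicate block (0.019), and -0.82 (adjusted p = 3.4e-03). In Table 1, all 6 probe sets of Cd44 have a smaller change than the whole gene in both comparisons. The measures differ, since probe sets were summarized by PLIER and genes by ITER-PLIER. The probe sets of Slc25a29, Mapk14, Srrt, Meltf, Itgb1 and Msx1, in contrast, have a change larger in size than the whole gene in both comparisons. It is negative for Slc25a29, Mapk14, Srrt and Meltf and positive for Itgb1 and Msx1. For 2 of the retained Cd44 introns, the paper reports quantitative RT-PCR products that matched its prediction. These were normalized to GAPDH, so they do not separate more retention from more Cd44 transcript. The paper also reports that RT-PCR products of the retained introns were sequenced.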
